# miR-21 Plays a Dual Role in Tumor Formation and Cytotoxic Response in Breast Tumors

**DOI:** 10.3390/cancers13040888

**Published:** 2021-02-20

**Authors:** Tu Dan, Anuradha A. Shastri, Ajay Palagani, Simone Buraschi, Thomas Neill, Jason E. Savage, Aastha Kapoor, Tiziana DeAngelis, Sankar Addya, Kevin Camphausen, Renato V. Iozzo, Nicole L. Simone

**Keywords:** breast cancer, metastases, miR-21, apoptosis

## Abstract

**Simple Summary:**

miR-21 is an oncogenic microRNA that has been associated with breast tumor growth and metastasis in vitro and is also noted to be upregulated by cytotoxic stressors in model systems and in breast cancer patients who have undergone radiation. In the present study, our findings demonstrate the novel role of miR-21 in vivo for breast cancer initiation and metastases, and in sensitizing tumor cells to cytotoxic therapy by upregulating the FAS/FASL signaling pathway.

**Abstract:**

Breast cancer (BrCa) relies on specific microRNAs to drive disease progression. Oncogenic miR-21 is upregulated in many cancers, including BrCa, and is associated with poor survival and treatment resistance. We sought to determine the role of miR-21 in BrCa tumor initiation, progression and treatment response. In a triple-negative BrCa model, radiation exposure increased miR-21 in both primary tumor and metastases. In vitro, miR-21 knockdown decreased survival in all BrCa subtypes in the presence of radiation. The role of miR-21 in BrCa initiation was evaluated by implanting wild-type miR-21 BrCa cells into genetically engineered mouse models where miR-21 was intact, heterozygous or globally ablated. Tumors were unable to grow in the mammary fat pads of *miR-21^−/−^* mice, and grew in ~50% of *miR-21^+/−^* and 100% in *miR-21^+/+^* mice. The contribution of miR-21 to progression and metastases was tested by crossing *miR-21^−/−^* mice with mice that spontaneously develop BrCa. The global ablation of miR-21 significantly decreased the tumorigenesis and metastases of BrCa, while sensitizing tumors to radio- and chemotherapeutic agents via Fas/FasL-dependent apoptosis. Therefore, targeting miR-21 alone or in combination with various radio or cytotoxic therapies may represent novel and efficacious therapeutic modalities for the future treatment of BrCa patients.

## 1. Introduction

Breast cancer remains the most common malignancy in women in the United States, and while most women have favorable outcomes, a significant number of patients have poor responses to standard treatments [1]. Further delineation of the molecular underpinnings linking tumor initiation, progression and treatment resistance could lead to improved treatment modalities for breast cancer.

miRNAs can act as either oncogenes or tumor suppressors, and outside of these roles, they can also perturb processes such as epithelial–mesenchymal transition, vessel invasion and metastasis, and the evasion of apoptosis [2,3]. Recent data have implicated specific miRNAs in tumorigenesis and cancer progression, as well as resistance to treatment [4,5,6]. miR-21 is one of the most commonly upregulated miRNAs in breast cancer. It has prognostic implications as it has been closely linked to advanced tumor stage, lymph node metastasis, and decreased overall survival in multiple retrospective clinical studies [7,8,9,10]. Additionally, the upregulation of miR-21 has been consistently demonstrated with stress stimuli, such as free radical and DNA damage; thus, this microRNA could play a role in resistance to cytotoxic therapies, such as chemotherapy or radiotherapy, both of which are integral in the treatment of breast cancer [11,12,13,14,15].

While high levels of miR-21 portend a poor prognosis in breast cancer patients, there are no data suggesting that targeting miR-21 in vivo could improve disease progression in breast cancer and outcomes of cytotoxic therapies. Given its potential intersection among prognosis, tumorigenesis and treatment resistance, we sought to determine the role of miR-21 in breast cancer tumor development and progression using mouse models, including a newly created miR-21 knockout mouse. We utilized a model which mimics the spontaneous neoplastic transformation of the breast and the development of metastases in order to analyze the effects of miR-21 expression during disease progression [16]. Moreover, we examined the oncogenic effects of miR-21 and its response to DNA-damaging agents. We demonstrate that the loss of miR-21 decreases the tumorigenesis and metastasis of breast cancer, while sensitizing breast carcinomas to DNA-damaging agents through the Fas/FasL pathway.

## 2. Material and Methods

### 2.1. Cell Culture

4T1 cells, MDA-MB-468 cells, SKBR3 cells (ATCC) and MCF-7 (gifted by Dr. Karen Bussard) were verified with isoenzymology using the Authentikit system (ATCC, Manassas, VA, USA) and authenticated using STR profiling. All experiments were performed with mycoplasma-free cells. 4T1 cells were cultured in RPMI-1640, MDA-MB-468 in DMEM, MCF-7 in MEM and SKBR-3 in McCoy’s 5A media. All media were supplemented with 10% Fetal Bovine Serum and 1% Penicillin–Streptomycin solution (Invitrogen, Carlsbad, CA, USA). To obtain *miR-21^+/+^* and *miR-21^−/−^* cells for in vivo models, tumors were excised from *miR-21^+/+^;MMTV-PyMT* and *miR-21^−/−^*;*MMTV-PyMT* mice, minced, and digested by shaking in buffer containing 0.25% trypsin and 0.5 mg/mL collagenase in PBS. Samples were centrifuged for 10 min at 1500 rpm after which the supernatant was aspirated, and the tumor tissue was resuspended in media (DMEM, 10% Fetal Bovine Serum, 0.5% Penicillin–Streptomycin) and incubated at 37 °C. The *miR-21^+/+^;MMTV-PyMT* and *miR-21^−/−^*;*MMTV-PyMT* cells were cultured in media containing high-glucose DMEM, supplemented with 5% fetal bovine serum and sodium pyruvate (Life Technologies, Carlsbad, CA, USA).

### 2.2. Transfection and Cell Viability Assays

To determine the optimal concentration of miRvana miR-21 inhibitor for each cell line, the cell lines were transfected with Lipofectamine RNAiMAX transfection reagent as per the manufacturer’s guidelines (Thermofisher, Waltham, MA, USA), and 5 concentrations of the inhibitor or negative scramble control were applied: 0 nM, 1 nM, 30 nM, 60 nM and 90 nM. The final treatment concentrations chosen caused at least 50% miR-21 knockdown. Once the treatment concentrations of miR-21 inhibitor were determined, the cell lines were seeded at a density of 5 × 10^4^ cells in 24-well plates and transfected with 60 nM (MDA-MB-468), 90 nM (MCF-7) and 30 nM (SKBR-3) of miRvana miR-21-5p inhibitor or negative scramble control (Thermofisher, Waltham, MA, USA). Cell viability was determined with 3-(4, 5-dimethylthiozol-2-yl)-2, 5-diphenyltetrazolium bromide (MTT; Sigma Aldrich, St. Louis, MO, USA) using 0.5 mg/mL MTT and isopropyl alcohol:Triton X:HCl solubilization buffer.

### 2.3. Treatment for Autophagy Determination

*miR-21^+/+^;MMTV-PyMT* and *miR-21^−/−^*;*MMTV-PyMT* cells cultured as above were seeded at a density of 2 × 10^5^ cells/well in 6-well plates and treated at 90–95% confluency with 500 nM Bafilomycin (Sigma, St. Louis, MO, USA) for 6 h prior to lysis. DMSO (Thermofisher, Waltham, MA, USA) was used as the vehicle for Bafilomycin. The cells were then processed for analysis using western blot.

### 2.4. Mouse Models

The Institutional Animal Care and Use Committee approved all mouse studies.

#### 2.4.1. Breast Cancer Metastases Murine Model

Twenty BALB/c mice (female, 12-week-old, Charles River Laboratories, Wilmington, MA, USA) were orthotopically injected with 5 × 10^4^ 4T1 cells into the #4 mammary fat pad of the mice. Once the tumors measured ~100 mm^3^, 10 mice received sham irradiation and the other 10 received focal irradiation (6.5 Gy) to the primary tumor. The mice were monitored until the tumor volume reached 2000 mm^3^, and were then sacrificed, with primary tumors and lung metastases collected in RNA later (Qiagen, Germantown, MD, USA).

#### 2.4.2. *MMTV-PyMT* Orthotopic Mouse Model

*miR-21^+/+^, miR-21^+/−^* and *miR-21^−/−^* female FVB mice (6–8 weeks old) were orthotopically injected in the mammary fat pad with 10^6^ *miR-21^+/+^;MMTV-PyMT* cells. Post-injection, ten mice from each phenotype were monitored three times a week with tumor measurement for up to 10 weeks. Mice were euthanized and tumors collected when the largest primary tumor reached 1500 mm^3^, or the tumor burden reached 2000 mm^3^.

#### 2.4.3. *MMTV-PyMT* Genetically Engineered Mouse Model

Male *MMTV-PyMT* mice obtained from Jackson Laboratories were crossed with female *miR-21^+/+^* or *miR-21^−/−^* mice to generate homozygous male/female *miR-21^+/+^;MMTV-PyMT* and *miR-21^−/−^;MMTV-PyMT* mice. Mice were genotyped and only female *miR-21^+/+^* and *miR-21^−/−^*;*MMTV-PyMT* mice were used for experiments due to their mature mammary tissue. *miR-21^+/+^* and *miR-21^−/−^*;*MMTV-PyMT* mice were monitored for 18 weeks or until they reached humane endpoints for both primary and metastatic tumor formation. Primary tumors and lungs were collected at sacrifice for gross examination, and the number of metastases was counted. Additional tumor-bearing *miR-21^+/+^;MMTV-PyMT* and *miR-21^−/−^*;*MMTV-PyMT* mice were irradiated (6.5 Gy) when their tumors reached 1000 mm^3^, and were permitted to grow until the total tumor volume reached 2000 mm^3^. The tumors were divided into equal parts and placed in RNAlater or snap-frozen upon collection.

### 2.5. Human Sera

Human serum samples were obtained via IRB-approved protocol at the National Cancer Institute (02-C-0064) according to the protocol by Khoury et al. [17]. After signing informed consent, whole blood was obtained via venipuncture from women within one week of starting radiation and after the last fraction of radiation was delivered. The patients were treated with 50–60 Gy of radiation to the breast and/or regional lymph nodes. Whole blood was spun at 2500 rpm for 10 min and serum was aliquoted and frozen in liquid nitrogen.

### 2.6. Irradiation and Chemotherapeutic Treatments

Irradiation was delivered by a Pantak H-320 (320 kV); Precision X-Ray, N. Bradford, CT. Dosimetry was performed by an in-the-beam ionization chamber calibrated against a primary standard after making corrections for humidity, temperature and barometric pressure. For in vitro studies, cells were treated with either sham irradiation or 4 or 8 Gy for 72 h. For in vivo studies, the mice were shielded using a custom lead jig so that irradiation could be delivered to the primary tumor itself to a dose of 6.5 Gy. Transfected cells were also treated with chemotherapy agents: Doxorubicin (Adriamycin) (100 nM for MDA-MB-468, 360 nM for MCF-7, or 1 μM for SKBR3) and Taxol (Paclitaxel) (16 nM for MDA-MB-468, 68 nM for MCF-7, or 2 nM for SKBR-3) (Sigma Aldrich, St. Louis, MO, USA). The treatment concentrations of chemotherapy agents were based on previously determined concentrations that induced IC_50_ [18,19], or on the Genomics of Drug Sensitivity in Cancer database (www.cancerrxgene.org; accessed on 20 August 2020), and independently tested in our systems for final treatment concentrations.

### 2.7. Genotyping PCR, RNA Isolation and qRT-PCR

To genotype the mice for the genetically engineered and orthotopic mouse model as described above, genomic DNA from tail clips was isolated using the REDExtract-N-Amp Tissue PCR kit (Sigma-Aldrich). PCR was performed using the following primers: 5′-TTTATGACGCATTGCACACCCTC (forward), 5′-CACAGAGAAGTAAGCTTCCACCTGTTAAAG (WT reverse); 5′-AATAAGACTTATGAGATGGAGTCAGAAGGC (KO reverse). The expected product sizes were 492 and 578 bp for wild-type and knockout alleles, respectively.

Total RNA from cells, tissues or serum was isolated using Trizol reagent (Thermo Fisher Scientific, Waltham, MA, USA) using the Phenol–Chloroform RNA isolation technique. Following extraction, RNA concentration was measured (NanoDrop 1000, Thermo Scientific, Waltham, MA, USA), and 200 ng was reverse transcribed for both tissue and serum using the miScript II RT Kit (Qiagen, Germantown, MD, USA). Tissue miRNA expression was detected by qRT-PCR using the miScript SYBR Green PCR Kit (Qiagen, Germantown, MD, USA), and qPCR primer sets against hsa-miR-21-5p, mmu-miR-21-5p, FAS, controls UniSp6 and snord95 were performed in triplicate (Qiagen, Germantown, MD, USA) using an AB7500 fast system (Applied Biosystems, Life Technologies Corporation, Carlsbad, CA, USA) with data presented as 2-∆Ct. *miR-21^+/+^;MMTV-PyMT* and *miR-21^−/−^*;*MMTV-PyMT* cells were lysed with TRIzol Reagent (Life Technologies). RNA isolation was carried out with Direct-zol RNA Miniprep Kit as per the manufacturer’s protocol (Zymo Research, Irvine, CA, USA). Total RNA (1 μg) was annealed with oligo (dT12-18) primers, and cDNA was synthesized using SuperScript Reverse Transcriptase III (Life Technologies, Carlsbad, CA, USA). Gene-specific primer sets for M. musculus Map1lc3a and Actb were utilized. Gene expression analysis was performed on a Roche LightCycler 480-II and presented as 2-∆Ct.

### 2.8. Hematoxylin Eosin Staining

Paraffin-embedded tissue sections were stained with Harris’ hematoxylin (Sigma-Aldrich, St. Louis, MO, USA) and counterstained with eosin Y solution, alcoholic (Sigma-Aldrich, St. Louis, MO, USA), according to the manufacturer’s protocol.

#### 2.8.1. cDNA Profiling

Total RNA was isolated from irradiated *miR-21^−/−^;MMTV-PyMT* and *miR-21^+/+^*;*MMTV-PyMT* tumors, then quantified (Nanodrop ND-100 spectrophotometer), and quality assessed (Agilent 2200 TapeStation; Agilent Technologies, Palo Alto, CA, USA). Affymetrix gene chips (Mouse Gene 2.0-ST) were hybridized with 5 μg fragmented and biotin-labeled cDNA in 200 μL of hybridization cocktail. Target denaturation, followed by hybridization and staining, were done as per the methods used by Singh, J. et al. [20]. Differentially expressed gene lists were subjected to pathway analysis using IPA software, and significant genes were identified using the a priori selection criteria of absolute fold-change greater than or equal to 2, with a *p-*value < 0.05. The microarray data were deposited at GEO: GSE144773.

#### 2.8.2. Tissue Lysis, Western Blotting and Statistical Analysis

Tissues were lysed in T-PER tissue protein extraction reagent (Thermo Scientific, Waltham, MA, USA) as per the manufacturer’s instructions. Protein concentration was determined via a BCA assay, and SDS-PAGE-performed PVDF blots were probed with antibodies against FAS (Abcam, Cambridge, MA, USA), Caspase-3, 7, 8, 9, GAPDH (Cell Signaling Technology, Danvers, MA, USA), LC3, p62, β-Actin (Sigma, St. Louis, MO, USA), and were visualized with ECL substrate chemiluminescent detection reagent (Thermofisher, Waltham, MA, USA). ImageJ (NIH) software was used to quantify. *miR-21^+/+^;MMTV-PyMT* and *miR-21^−/−^*;*MMTV-PyMT* cells treated with 500 nM Bafilomycin were lysed using RIPA buffer for 25 min on ice, then resolved via SDS/PAGE. Proteins were then transferred to nitrocellulose membranes (Bio-Rad), immunoreacted with the indicated primary antibodies (GAPDH, LC3-I/-II, or p62) and developed with enhanced chemiluminescence (ThermoFisher Scientific). The membranes were then detected using an ImageQuant LAS-4000 (GE Healthcare, Chicago, IL, USA). A total of 3–5 biological replicates were performed for each experiment. The original western blotting figures can be found in Figure S4.

Statistics were assessed using a Student’s *t*-test for miRNA expression levels, one-way ANOVA followed by Dunnett’s post-test for mRNA and protein expression, and two-way ANOVA followed by Bonferroni post-test for miRNA expression levels and cell survival assays. Tumor-free survival was determined using the Mantel–Cox test to generate a Kaplan–Meier curve. The median tumor-free survival between the groups was compared and the significance was determined using a pre-specified α = 0.025 (0.05/2). Statistical analyses were done using GraphPad Prism software (GraphPad Software, La Jolla, CA, USA) or Sigma Stat (v3.10).

## 3. Results

### 3.1. miR-21 Expression Plays a Critical Role in Breast Cancer Growth, Metastases and Treatment

As an increased expression of miR-21 is implicated in the poor prognosis and progression of several types of cancer and treatment resistance, we used an in vivo model for the first time to evaluate this in triple-negative breast cancer. In this 4T1 model, the expression of miR-21 was increased ~4-fold in primary tumors and ~11.8-fold in the metastases compared to normal mammary fat pad tissue (MFP) (Figure 1A). Prior studies have shown miR-21 to play a role in radiation resistance, so primary tumors were also evaluated for miR-21 expression in the presence or absence of radiation [21,22]. Tumors treated with radiation showed a ~1.5-fold increase in miR-21 expression compared to the untreated tumors (Figure 1B). Next, we validated these animal experiments by determining the miR-21 levels in human sera collected from breast cancer patients (*n* = 10) before or after a six-week course of radiation. We discovered that radiation caused an increase in the circulating levels of miR-21 in the sera of irradiated patients (Figure 1C). As miR-21 increased with the progression of disease, and also increased with radiation in a syngeneic murine model and was noted to be consistently upregulated in patient samples, we wanted to determine if miR-21 knockdown could increase radiation sensitivity in breast cancer cells of all subtypes. miR-21 inhibition caused significant inhibition of tumor growth compared to scramble control in the triple-negative cell line MDA-MB-468 (Figure 1D, *p* < 0.05), the estrogen-positive MCF-7 line (Figure 1E, *p* < 0.001) and the Her-2-neu-positive breast cancer cell line SKBR-3 (Figure 1F, *p* < 0.05). Collectively, these results indicate that miR-21 is associated with breast cancer progression and the stress response evoked by radiation treatment in murine and human models. Importantly, the loss of miR-21 significantly increases radiation sensitivity in in vitro breast cancer models.

### 3.2. Loss of miR-21 Protects Mice from Breast Cancer Initiation: Orthotopic Model

Although miR-21 is noted to play a role in breast cancer, its ability to initiate cancer has not been explored. To understand the effect of miR-21 on tumor initiation, we isolated miR-21 wild-type breast carcinoma cells from MMTV-PyMT mice, in which MMTV-LTR drives the expression of mammary gland-specific polyomavirus middle T-antigen, leading to the rapid development of highly metastatic tumors [23]. We then orthotopically injected them into the mammary fat pads of mice with three distinct genotypes, namely, *miR-21^+/+^*, *miR-21^+/−^* and *miR-21^−/−^* [24] (Figure 2B). The expression of miR-21 was verified in each genotype, and revealed a ~50% and ~95% reduction in *miR-21^+/−^* mice and *miR-21^−/−^* mice, respectively (Figure 2A). We found that five weeks after injection, 100% of the *miR-21^+/+^* mice developed tumors. In contrast, by the end of the study at 150 days, only ~45% of the miR-21^+/−^ mice developed tumors, and none of miR-21^−/−^ mice had detectable neoplasms (Figure 2C). Collectively, these findings demonstrate that the lack of miR-21 in the tumor microenvironment prevented the growth of tumors, suggesting that miR-21 may play an important role in tumor initiation.

To understand the mechanism by which a lack of miR-21 in the tumor microenvironment prevents tumor growth, *miR-21^+/+^;MMTV-PyMT* and *miR-21^−/−^*;*MMTV-PyMT* cells isolated from MMTV tumors were analyzed for expression and protein levels of autophagy markers. The cells were analyzed for the expression of *MAP1LC3A* using qRT-PCR. The MMTV-PyMT cells were also treated with Bafilomycin A1, which blocks the fusion of autophagosomes and lysosomes, and we analyzed its effect on the levels of p62 and LC3-I/II using western blots. We observed that there was no difference in the mRNA expression of *MAP1LC3A* between the *miR-21^+/+^;MMTV-PyMT* and *miR-21^−/−^*;*MMTV-PyMT* cells. Basal levels of LC3-II were significantly higher (*p* < 0.001) in the *miR-21^−/−^* cells. These findings showing increased autophagy were validated by treating the cells with Bafilomycin A1. We observed that the basal levels of p62 were reduced in *miR-21^−/−^* cells compared to *miR-21^+/+^* cells. Bafilomycin caused a significant increase in both p62 and LC3-II (*p* < 0.001) in the *miR-21^−/−^* cells, which indicates an increase in autophagic flux (Figure S3).

### 3.3. Loss of miR-21 Delays Tumor Growth and Reduces Metastases: Genetically Engineered Model

To evaluate if the loss of miR-21 could prevent or slow tumor progression in MMTV-PyMT mice that typically demonstrate rapid tumor formation and progression, we crossed our *miR-21^−/−^* and *miR-21^+/+^* mice with the MMTV-PyMT mice (Figure 3A). Notably, the *miR-21^−/−^;MMTV-PyMT* mice showed a delayed formation of tumors, with initiation at ~11 weeks compared to the *miR-21^+/+^*;*MMTV-PyMT* mice that developed tumors at ~8 weeks, *p* < 0.001 (Figure 3B,C).

Since we found miR-21 levels to be elevated in breast cancer metastases (cfr. Figure 1A), we investigated the contribution of miR-21 to metastasis. We found that the lack of miR-21 reduced metastases with a decrease in average size (Figure 3D). Gross examination of the total pulmonary metastases showed a significant reduction in the mice lacking miR-21 (Figure 3E, *p* < 0.05), with an average of 15 metastases in the *miR-21^+/+^*;*MMTV-PyMT*, and ~1 metastases in the *miR-21^−/−^*;*MMTV-PyMT* mice. Therefore, the loss of miR-21 in this model causes a significant delay in tumor progression and metastases despite the aggressive MMTV phenotype.

### 3.4. Radiation Increases Apoptosis in MMTV-PyMT Tumors Lacking miR-21

To evaluate the differential effect of radiation therapy in breast tumors in vivo, tumors derived from the *miR-21^+/+^;MMTV-PyMT* and *miR-21^−/−^*;*MMTV-PyMT* models were treated with radiation. The wild-type tumors had a ~2.5-fold increase in miR-21 evoked by 6.5 Gy (Figure 4A, *p* < 0.001). In contrast, no expression was noted in the comparably irradiated *miR-21^−/−^;MMTV-PyMT* tumors. To elucidate the underlying radiation-induced stress response mechanism, cDNA arrays were performed and revealed 460 differentially expressed genes in the irradiated breast tumors from *miR-21^−/−^* versus *miR-21^+/+^; MMTV-PyMT* mice (GEO: GSE144773). 

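RNA of *miR-21+/+* and *miR-21-/-* *MMTV-PyMT* tumors, each untreated or irradiated, was measured on Affymetrix mouse gene arrays, with 2 arrays in each of the 4 groups. The paper gives the dose as 6.5 Gy and the sample labels give 8 Gy. The legend of Figure 4 places collection 24 h after irradiation, and the methods describe irradiation at 1000 mm3 with growth to 2000 mm3. The authors processed the arrays by RMA (background correction, quantile normalization and summary of the probes on the log2 scale) in Affymetrix Expression Console 1.4. The values are those of exon-level probe sets, of which 233753 are listed with 1 gene symbol. The mean of a gene's probe sets was taken as its level, for 23152 genes with a median of 8 probe sets. The median level over genes was 5.08 to 5.16 on the log2 scale in the 8 arrays, and the number of arrays limits the precision. All 8 arrays entered 1 limma model with a mean for each group. Genes were counted at the thresholds of the paper, an absolute fold change of at least 2 with an unadjusted p under 0.05, and at a Benjamini-Hochberg adjusted p under 0.05. In data simulated at this size, 19 of 100 genes with a log2 change of 1 and 89 of 100 with a log2 change of 2 passed the adjusted threshold, together with 13 unchanged genes. At the thresholds of the paper, 43 and 100 of them passed, together with 149 unchanged genes.

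The probe set shared by *Mir21* and the overlapping gene *Vmp1* had a log2 level of 2.67 ± 0.32 (SD, n = 4) in the *miR-21+/+* tumors and 1.92 ± 0.16 (SD, n = 4) in the *miR-21-/-* tumors. Every *miR-21+/+* array lay above every *miR-21-/-* array (two-tailed exact permutation p = 0.0286, the smallest that 4 arrays against 4 allow). The probe set lay at percentile 7 of all probe sets by level, so its signal is dim. *Vmp1* itself differed by -0.73 on the log2 scale, so the probe set cannot check the genotypes by itself. Replicate 1 of the irradiated *miR-21-/-* tumors had correlations across genes of 0.898 to 0.915 with the other 7 arrays, against 0.955 to 0.987 between the 21 other pairs. The paper mentions biological replicates in its protein methods and independent tumors in the legend of Figure 4, but does not say that the arrays come from separate mice, so the p-values measure the spread between these samples.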

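In the irradiated tumors, more genes were lower than higher in the absence of miR-21. At the thresholds of the paper, 307 genes were higher and 609 were lower, and at an adjusted p under 0.05 from limma, 17 were higher and 77 were lower. The acute-phase protein gene *Saa2* rose by 4.06 on the log2 scale (standard error 0.39, adjusted p = 0.0285 from limma with 2 arrays per group, a permutation test being unable to reach such a value). The homeobox gene *Meis1* rose by 3.48, the pyrimidine-degrading enzyme gene *Dpyd* by 2.62 and the monocarboxylate transporter gene *Slc16a7* by 1.92. The largest rise among the named genes was that of *BC018473*, by 5.94, followed down the list by *Adrbk2* (1.89), *Rbms3* (1.80), *Ralgapa2* (1.74), *Defb7* (1.63) and *Tlcd2* (1.57). The largest fall among them was that of *Clca5*, with a log2 fold change of -4.09 (standard error 0.29, adjusted p = 0.0171 from limma). The collagen gene *Col11a1* (-3.97), the secreted protease gene *Adamts1* (-3.15) and the tight junction gene *Cldn1* (-2.67) fell as well. So did *Epb4.1l4a* (-3.17), *Bbox1* (-3.15), *Hhipl2* (-2.81), *St8sia6* (-2.59), the carbonic anhydrase gene *Car2* (-2.41) and the adhesion gene *L1cam* (-2.64), which lies in a segment of the X chromosome that was higher in the irradiated *miR-21+/+* tumors.

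The excess of lower genes was not seen without replicate 2 of the irradiated *miR-21-/-* tumors, with 1437 higher and 1303 lower genes at the thresholds of the paper (2740 in all) and nearly even numbers, 1832 higher and 1877 lower, at the adjusted threshold (3709 in all). The number of genes at the adjusted threshold rose without either replicate of these tumors and fell without any other array. Each such fit leaves 1 array in a group, whose spread then no longer enters the variance. The rise is therefore not stronger evidence.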

Ingenuity pathway analysis of the 80 genes upregulated in the absence of miR-21 (Figure S2) revealed the activation of apoptosis, death receptor signaling, and the Myc-mediated apoptosis signaling pathway. 

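In the irradiated tumors, genes of the G2 phase and mitosis fell in the absence of miR-21, with a median log2 fold change of -1.24 over 57 measured genes. Of these, 43 were lower at the thresholds of the paper and 7 at an adjusted p under 0.05 over all genes (50 adjusted over the list alone), and none was higher. They include *Prc1* (-1.87), *Ect2* (-1.67) and *Wee1* (-1.46), and the survivin gene *Birc5* (-2.38), which lies on the part of chromosome 11 whose genes were lower in all *miR-21-/-* tumors. The list was lower than other genes in limma's camera test (adjusted p = 3.95e-42), with adjusted p = 0.323 with an estimated correlation. Genes of hypoxia and glycolysis had a median of -0.80 (16 of 36 lower at the thresholds of the paper, 1 higher, 3 lower at an adjusted p under 0.05 and 24 adjusted over the list alone, camera adjusted p = 5.99e-13). Their adjusted p = 0.323 with an estimated correlation, and their mean went from -0.72 to -0.47 without replicate 2 of the irradiated *miR-21-/-* tumors. Among them were the glucose transporter *Slc2a1* (-1.96), *Egln3* (-1.80) and the lactate transporter *Slc16a3* (-1.61), which lies on the same part of chromosome 11. Macrophage markers had a median of 0.71 (6 of 25 higher and 1 lower at the thresholds of the paper, 1 higher at an adjusted p under 0.05, and 12 higher and 1 lower adjusted over the list alone). The 1 gene was *Apoe*, which rose by 1.31 (camera adjusted p = 2.14e-09 for the list, adjusted p = 0.323 with an estimated correlation). The mitotic, hypoxia and macrophage lists share genes with the paper's figures, *Prc1*, *Slc2a1* and *Apoe* in Figure S2 among them. The study chose those genes on these irradiated tumors, so the list tests are not fully independent of that choice.

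Of the 42 measured genes of core apoptosis, 1 was higher at the thresholds of the paper, *Fas*, and none was lower (median -0.06, camera adjusted p = 0.53). Of 35 genes of death receptor signaling, *Fas* was higher and *Ikbkg* was lower at these thresholds (median -0.07, camera adjusted p = 0.455). In both lists, limma called 0 genes at an adjusted p under 0.05 over all genes and 1 adjusted over the list alone. That gene was *Fas*, which the study singled out on these tumors. The paper ran its pathway analysis on the genes higher without miR-21, whereas camera takes all members of a list, in both directions. The Myc list holds general Myc target genes and is not the paper's pathway of Myc-mediated apoptosis. Its median was -0.21 (camera adjusted p = 0.0186, and adjusted p = 0.678 with an estimated correlation), and 24 of its 31 genes had a negative fold change. The lactate dehydrogenase gene *Ldha* (-1.58) was the 1 member lower at the thresholds of the paper. Leaving out replicate 2 of the irradiated *miR-21+/+* tumors or either replicate of the irradiated *miR-21-/-* tumors ended this camera call, and without replicate 1 of the irradiated *miR-21+/+* tumors the mean went from -0.16 to -0.24.

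Adipocyte markers (16 genes, median 2.66, camera adjusted p = 8.57e-07, adjusted p = 0.678 with an estimated correlation) were high in 1 of the 2 irradiated *miR-21-/-* arrays, replicate 1. Without this array their mean log2 fold change was 0.055, against 2.47 with it. The mean of the fibroblast markers (19 genes, median 1.22, camera adjusted p = 4.1e-06, adjusted p = 0.678 with an estimated correlation) went from 1.09 to 0.26 without it. The luminal epithelial markers (22 genes, median -0.98, camera adjusted p = 4.8e-06, adjusted p = 0.678 with an estimated correlation) went from a mean of -0.80 to -0.34. The camera calls of the adipocyte and fibroblast lists ended without this array, at adjusted p = 0.456 and 0.146. Without replicate 2, the means of the adipocyte, fibroblast and luminal lists were 4.88, 1.92 and -1.25.

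Of 50 higher genes that Figure S2 prints, 48 were measured, and all 48 had a positive log2 fold change. Of these, 24 passed the thresholds of the paper and 11 an adjusted p under 0.05. The genes were read from the picture by eye, and the authors chose them on the same tumors, so the tally is not independent evidence. From Ingenuity pathway analysis of the genes higher without miR-21, the paper states that apoptosis, death receptor signaling and Myc-mediated apoptosis signaling were activated.

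**Figure D1:**
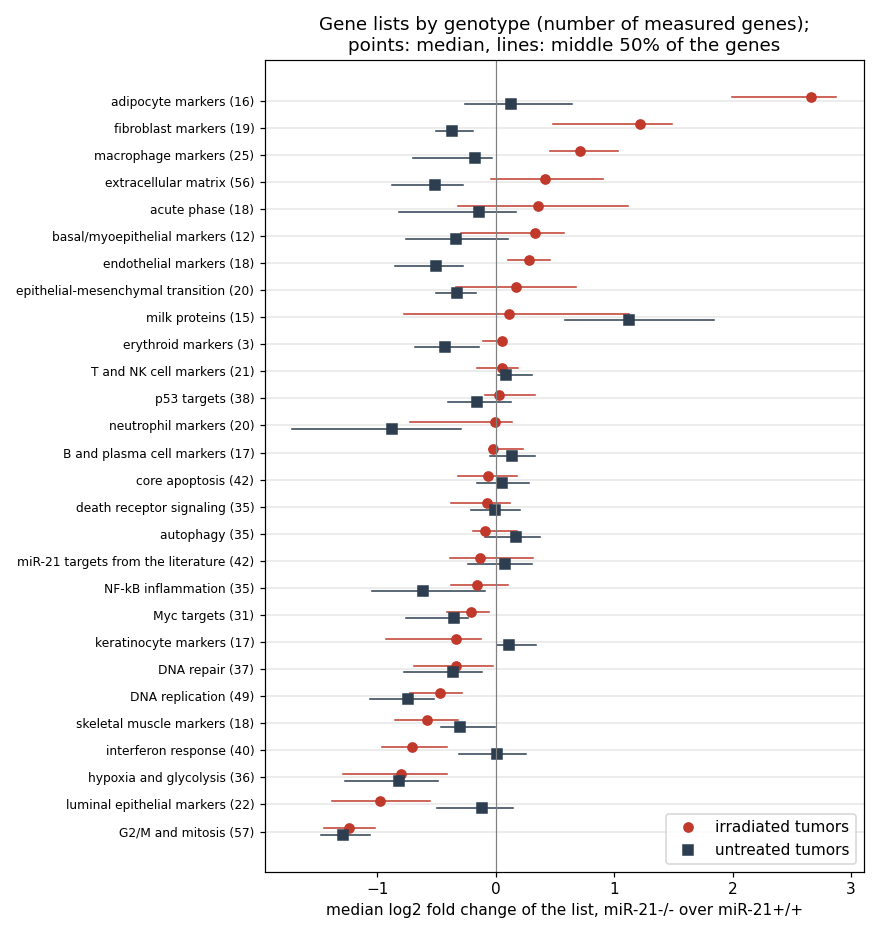
Median log2 fold change of 28 gene lists, *miR-21-/-* over *miR-21+/+* tumors, irradiated (circles) and untreated (squares). Lines span the middle 50% of the genes of a list, and the G2 and mitosis list lies lowest in both.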

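*Fas*, which encodes a death receptor, had a log2 level of 6.61 ± 0.31 (SD, n = 2) in the irradiated *miR-21-/-* tumors and 5.33 ± 0.06 (SD, n = 2) in the irradiated *miR-21+/+* tumors. The log2 fold change was 1.29 (standard error 0.22), with an adjusted p of 0.066 from limma over all genes. Adjusted over the list of death receptor signaling alone, it was 0.0185. The study singled out *Fas* on these tumors, so the value over the list is not independent evidence. All 11 probe sets of *Fas* were higher, by 0.51 to 2.07. Of 19 genes in the networks of Figure 4, 18 were measured, 1 of them with a positive and 17 with a negative log2 fold change. At the thresholds of the paper, *Fas* was higher and 14 genes were lower, and 4 were lower at an adjusted p under 0.05. The lower genes include mitotic regulators, with *Kif11* at -1.70 and *Cdk1* at -1.24 (adjusted p = 0.0319 and 0.0541 from limma). The adaptor gene *Grb2* fell by 1.11 (standard error 0.16, adjusted p = 0.0451 from limma), and the actin gene *Actg1* had a log2 fold change of -1.18 (adjusted p = 0.0527). Both lie on the part of chromosome 11 whose genes were lower in all *miR-21-/-* tumors. The calpain subunit gene *Capns1* had -0.69 (adjusted p = 0.129) and *Parp12* had -1.04 (adjusted p = 0.36). The study chose the genes of Figure 4 on these samples, so their tally is not independent evidence.

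*Fas* passed an adjusted p under 0.05 in 3 of 19 other settings, over which its adjusted p ranged from 0.0147 to 0.657. These were the genes above the median level and the fits without replicate 1 or replicate 2 of the irradiated *miR-21-/-* tumors, where the log2 fold change was 1.51 and 1.07. Each of these fits without a replicate leaves 1 irradiated *miR-21-/-* array, so the spread of that group does not enter the test. With every probe set tested, the brightest probe set of *Fas* had 0.59, below the fold change of 2. *Grb2* passed in 5 of 18 other settings, with an adjusted p from 0.00588 to 0.603.

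**Figure D2:**
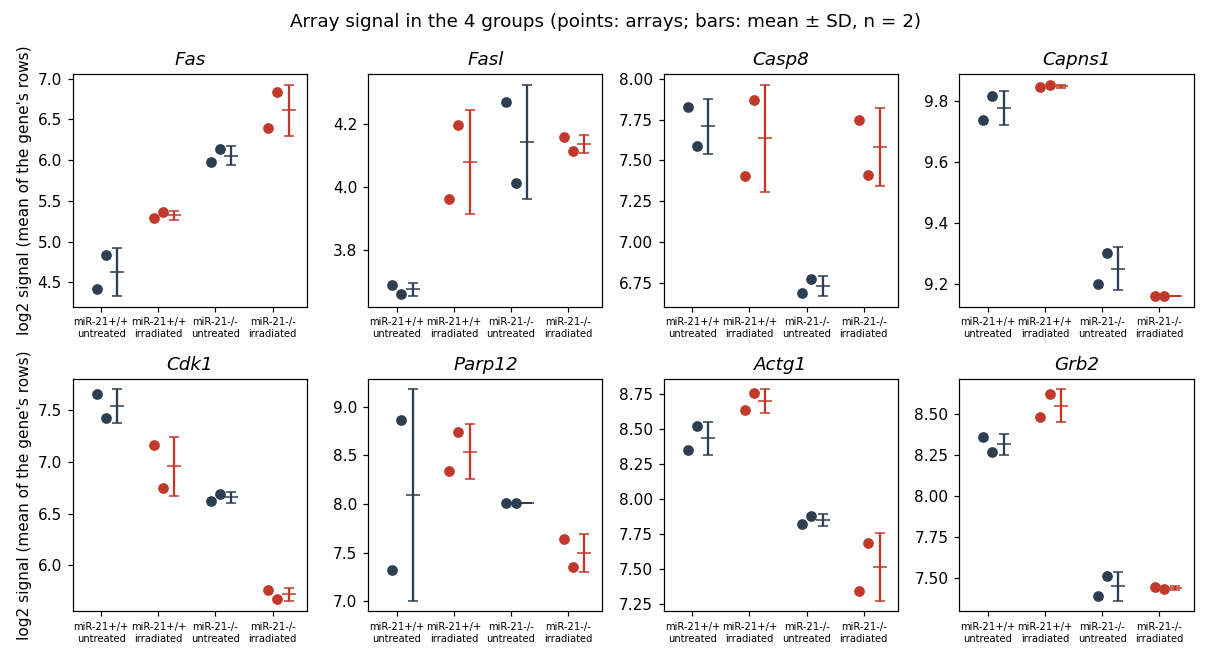
Log2 signal of 8 genes (vertical axis, mean of the probe sets of a gene) in the 4 groups. Points are arrays and bars the mean ± SD (n = 2), and *Fas* is higher in both *miR-21-/-* groups than in both *miR-21+/+* groups.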

We found that FAS was common to all top pathways (Figure 4B). Notably, FAS is an apoptosis-inducing protein and an established target of miR-21 [25,26,27], known to be upregulated post-radiation in several types of cancer [28,29,30] with a critical role in radiation-induced cell death [25,26,27].

Next, to validate the transcriptomic findings, tumor samples were queried for FAS and FASL, both being known targets of miR-21, and both were notably induced by radiation in the *miR-21^−/−^* tumors at the mRNA and protein levels (*p* < 0.001, Figure 4C). This finding was verified in vitro with MDA-MB-468 cells transfected with miR-21 inhibitor. We found that following radiation there was a ~63% increase (*p* < 0.05) in FAS expression vis-à-vis control cells treated with radiation, and a ~95% increase (*p* < 0.01) compared to control (Figure 4D). Given that irradiation induced FAS and FASL in breast tumors lacking miR-21, we evaluated the activation of the caspase cascade (Figure 4F). We found a ~3.2-fold increase in cleaved Caspase-3 (*p* < 0.05), a ~3.6-fold increase in cleaved Caspase-7 (*p* < 0.01), and a significant increase in cleaved Caspase-8 and -9 (*p* < 0.01 and *p* < 0.05, respectively). Collectively, our findings expand our current knowledge of this onco-miR, and suggest that miR-21 could be a novel therapeutic target for apoptotic induction during radiotherapy.

### 3.5. The Inhibition of miR-21 Sensitizes Breast Cancer Cells to Cytotoxic Therapies

To determine if the potential therapeutic advantage of miR-21 inhibition may also apply to other cytotoxic therapies, we evaluated the role of miR-21 in chemotherapeutic resistance. A cell line representing each breast cancer subtype was chosen and treated with Doxorubicin or Taxol in the presence of either scramble control or miR-21 inhibitor. First, we confirmed that transfection did not affect cell survival (Figure S1) and caused a decrease in miR-21 expression of ~69% in MDA-MB-468, as well as a >95% reduction in MCF-7 and SKBR-3 cells (Figure 5A). Next, we found that Doxorubicin alone caused a 44% (*p* < 0.05), 53% (*p* < 0.01) and 49% (*p* < 0.001) decrease in cell survival in MDA-MB-468, MCF-7 and SKBR-3 cells, respectively (Figure 5B). Notably, the combination of doxorubicin and miR-21 inhibitor further increased the cell death effects, with a decrease in cell survival to 68% (*p* < 0.01), 72% (*p* < 0.05) and 85% (*p* < 0.05) in the three cell lines, respectively (Figure 5B). Similarly, compared to control, Taxol alone caused a 61% (*p* < 0.001), 44% (*p* < 0.001) and 72% (*p* < 0.0001) decrease in cell survival in the MDA-MB-468, MCF-7, and SKBR-3 cells, respectively, and when combined with the miR-21 inhibitor, we saw a further decrease in cell survival of 91% (*p* < 0.05), 62% (*p* < 0.05) and 82% (*p* < 0.01) in the three cell lines, respectively (Figure 5C). Taken together, these results indicate that targeting miR-21 may increase the therapeutic efficacy of breast cancer therapies.

## 4. Discussion

miR-21 is an onco-miR [31,32,33] that has been associated with breast tumor growth and metastasis in vitro [34,35,36,37], and is noted to be upregulated by cytotoxic stressors in model systems [38,39,40] and in breast cancer patients who have undergone radiation [38,41]. In the present study, we demonstrate a novel role of miR-21 in vivo for breast cancer initiation and metastases, and in sensitizing tumor cells to cytotoxic therapy by upregulating the FAS/FASL signaling pathway.

Based on previously published results elaborating the role of miR-21, and our own data, we used *miR-21^−/−^* mice that we generated in our laboratory, and demonstrated for the first time that tumor uptake of orthotopic breast carcinoma allografts is unable to occur with a genetic deletion of both alleles of miR-21. Moreover, we demonstrated that a lack of miR-21 protects the mice from tumor formation as compared to the development seen in the mice with the presence of either one or two copies of the allele (*miR-21^+/−^*, *miR-21^+/+^*). These data imply that miR-21 expression in the host tumor microenvironment is necessary for tumor formation. The lack of tumor uptake in the host tumor environment of *miR-21^−/−^* mice may be related to multiple mechanisms. We hypothesize that a lack of tumor growth may be influenced by a decrease in pro-inflammatory markers, or an induction of autophagy. Using lung cancer models, others have shown that miR-21 alters the tumor microenvironment by increasing the secretion of the pro-inflammatory cytokines TNF- α and IL-6, through the activation of NF-κB, which decreases the number of CD8+ TIL and promotes the polarization of M2 macrophages [42]. Our data using *miR-21^−/−^*;*MMTV-PyMT* tumors demonstrated an increase in autophagic flux in *miR-21^−/−^* cells (Figure S3). This suggests the lack of tumor initiation in the *miR-21^−/−^* mice, and the delayed tumorigenic response and metastasis in the *miR-21^−/−^; MMTV-PyMT* model could be the direct result of an unfavorable tumor microenvironment characterized by augmented autophagic activity.

We also showed a delay in tumor formation using our genetically engineered *miR-21^−/−^;MMTV-PyMT* mouse model. Although this is a novel finding in breast cancer, Ma. et al. [43] and Li et al. [44] have shown a similar delay in a skin carcinogenesis model. We also evaluated the contribution of miR-21 to metastatic diseases in this GEMM system, and demonstrated that *miR-21^−/−^* mice have decreased metastases in the MMTV-PyMT model compared to *miR-21^+/+^*; *MMTV-PyMT* mice. Taken together, we postulate that these effects may be related to a change in the extracellular matrix that occurs with the deletion of miR-21. This could mechanistically explain the lack of primary tumor engraftment, as well as the tumor progression from the primary site to metastatic disease. It may also underlie the tumor-suppressive benefits following miR-21 loss and/or inhibition.

As we had noted a reflexive increase in miR-21 after exposure to radiation, and others have shown a link between miR-21 and radiation resistance in different models of cancers and that knocking down miR-21 creates a radiosensitive phenotype in vitro [11,21,22,45,46], we used our model to determine a mechanistic connection. Using in vitro invasion and wound healing assays, other researchers have shown that the inhibition of miR-21 using miR-21 inhibitors prevented or reduced cell migration and invasiveness. This may indicate that targeting miR-21 in vivo would reduce epithelial–mesenchymal transition [47,48,49]. Pathways analysis of primary breast tumors lacking miR-21 and exposed to ionizing radiation revealed apoptosis and death receptor signaling, specifically FAS/FASL signaling, to be the key signaling nodes in breast cancer treatment response in the *miR-21^−/−^* model. 

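*Fas* was higher without miR-21 in untreated tumors too, with log2 levels of 6.06 ± 0.12 (SD, n = 2) in *miR-21-/-* and 4.62 ± 0.29 (SD, n = 2) in *miR-21+/+* tumors. Over both treatments, the log2 fold change between the genotypes was 1.36 (standard error 0.16, adjusted p = 0.0103 from limma), and in the untreated tumors alone it was 1.43 (adjusted p = 0.0522). Between irradiated and untreated tumors, the *Fas* log2 fold change was 0.70 in *miR-21+/+* tumors (adjusted p = 0.375 from limma) and 0.56 in *miR-21-/-* tumors (adjusted p = 0.438). The difference between these radiation effects was -0.14 (adjusted p = 0.925). Over both genotypes, *Fas* rose with radiation by 0.63 (standard error 0.16, unadjusted p = 0.00456 and adjusted p = 0.199 from limma). The ligand gene *Fasl* lay at percentile 27.5 of all genes by level. Its log2 fold change between the genotypes was 0.06 in irradiated tumors (adjusted p = 0.919 from limma) and 0.47 in untreated tumors (adjusted p = 0.318). With radiation it was 0.41 in *miR-21+/+* and -0.01 in *miR-21-/-* tumors. *Casp8*, the initiator caspase of death receptors, had a log2 fold change between the genotypes of -0.05 in irradiated (adjusted p = 0.942) and -0.98 in untreated tumors (adjusted p = 0.121). With radiation it was 0.85 in *miR-21-/-* tumors (adjusted p = 0.289) and -0.0727 in *miR-21+/+* tumors (adjusted p = 0.981), with a difference of 0.92 (adjusted p = 0.532). *Casp9* had -0.33 in the irradiated tumors (adjusted p = 0.447).

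The adjusted p of *Fas* over both treatments passed 0.05 in 11 of 17 other settings. It did not without replicate 1 of the untreated *miR-21+/+* tumors (0.0552), without either irradiated *miR-21+/+* replicate (0.0587 and 0.0595) or without either untreated *miR-21-/-* replicate (0.0884 and 0.0762). Nor did it with every probe set tested, where the brightest probe set of *Fas* had a log2 fold change of 0.56 (adjusted p = 0.358 from limma).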

The ability to modulate FAS could be important, as it is induced by radiation, and the knockdown of FAS resulted in the increased survival of breast cancer cells following radiation [29]. Moreover, Wu et al. [10] and others [25,26,27,50] have shown an association of FASL with miR-21 expression in breast cancer. Therefore, our data suggest that *miR-21^−/−^* has the capability to sensitize MMTV-PyMT tumors to radiation therapy, and that this is accomplished by the upregulation of FAS/FASL signaling, activating the caspase cascade and resulting in increased apoptosis due to radiation in this model.

Additionally, using in vitro studies, we determined that inhibiting miR-21 expression also increased cell death in ER-positive, Her-2-neu-positive and triple-negative breast cancer cells when either radiation therapy or chemotherapies were used. These data suggest a therapeutic benefit to decreasing miR-21 in breast cancer. Others have demonstrated the chemosensitizing effect of downregulating miR-21 in diverse cancer types, including glioblastoma multiforme, cervical cancer, and lung cancer [7,45,51,52,53,54].

## 5. Conclusions

The present study demonstrates that miR-21 plays a role in breast cancer initiation, progression and therapeutic response. In a BrCA model, radiation exposure increases miR-21 in both the primary tumor and metastases. In vitro, miR-21 knockdown decreases survival in all BrCa subtypes in the presence of radiation and chemotherapeutic agents. The presence of miR-21 in the tumor microenvironment plays a role in the ability of BrCa tumors to initiate. miR-21 in the tumor contributes to progression and metastases, while sensitizing tumors to radio- and chemotherapeutic agents by Fas/FasL-dependent apoptosis. Targeting miR-21 alone or in combination with various radio or cytotoxic therapies may represent a novel therapeutic strategy for the treatment of BrCa patients.

## Figures and Tables

**Figure 1:**
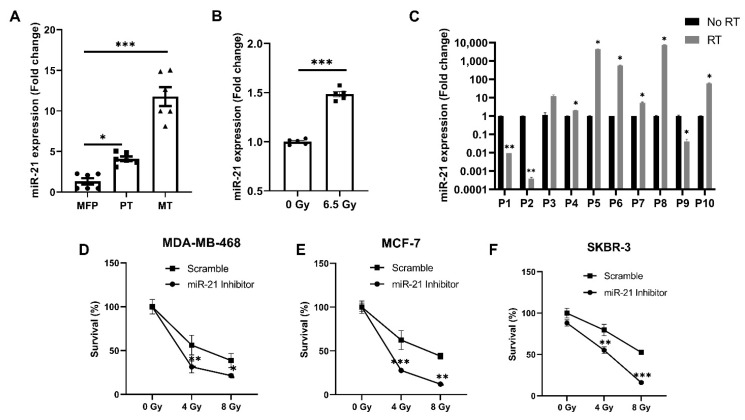
Stress-activated miR-21 plays a critical role in breast cancer growth and metastases. (**A**) miR-21 expression was increased as the breast cancer progressed. Basal levels of miR-21 were seen in the normal fat pad, the orthotopic primary tumor showed increased expression of miR-21, and the maximum increase in miR-21 was seen in lung metastases (*n* = 2 mice/group; ●—Individual replicates for normal mammary fat pad (MFP), ▪—Individual replicates of primary tumor (PT) ▲—Individual replicates of Metastases (MT). (**B**) Radiation-caused stress induced increases in miR-21 expression in the primary tumor (*n* = 2 mice/group; ●—Individual replicates for primary tumor without radiation, ▪—Individual replicates of primary tumor irradiated with dose 6.5 Gy). (**C**) miR-21 expression was increased in human serum post-radiation (*n* = 10). (**D**) Knockdown of miR-21 with a specific inhibitor sensitized MDA-MB-468, MCF-7 (**E**), and SKBR3 (**F**) cells to increasing doses of radiation over a total treatment period of 72 h (*n* = 3/group). For (**A**–**C**), mean ± SEM with ***, ** are significantly different with *p* < 0.001 or <0.01 as determined by one-way ANOVA or student’s *t*-test. For (**D**–**F**), mean ± SD with ***, **, * are significantly different with *p* < 0.001 or < 0.01 or 0.05 as determined by one-way ANOVA or student’s *t*-test.

**Figure 2:**
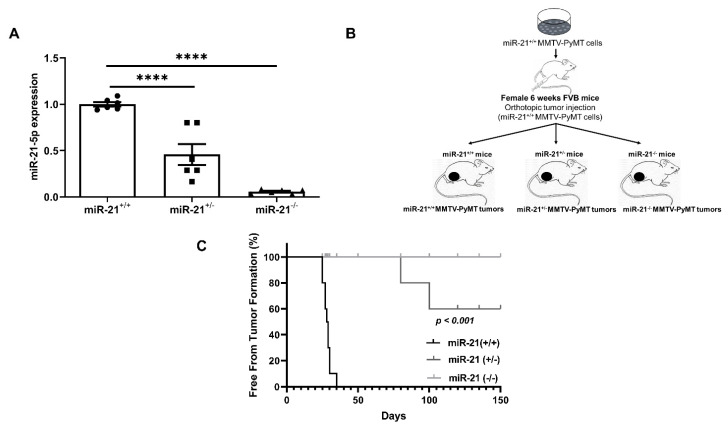
Genetic deletion of miR-21 protects against breast tumor formation. In the orthotopic model, 1 × 10^6^ MMTV-PyMT cells were injected into the mammary fat pad of *miR-21^+/+^, miR-21^+/−^* and *miR-21^−/−^* (*n* = 10 mice/group). (**A**) miR-21 expression in mammary fat pads of *miR-21^+/+^, miR-21^+/−^* and *miR-21^−/−^*, determined by one-way ANOVA and represented as mean ± SEM, (****—*p* < 0.0001, *n* = 2 mice/group; ●—Individual replicates of *miR-21^+/+^* tumors, ▪—Individual replicates of *miR-21^+/−^* tumor, ▲—Individual replicates of *miR-21^−/−^* tumors). (**B**) Schema. (**C**) Tumor formation was noted in all *miR-21^+/+^* and 45% of *miR-21^+/−^* mice, but the *miR-21^−/−^* had 0% tumor formation at 150 days determined by Mantel–Cox test (*p* < 0.001, *n* = 10 mice/group).

**Figure 3:**
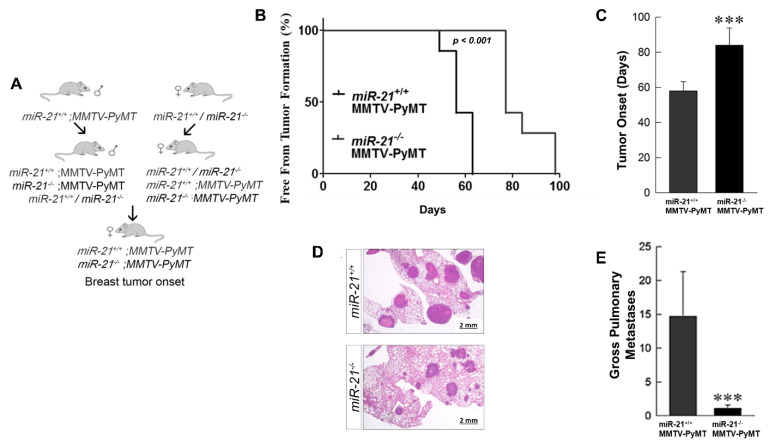
Genetic deletion of miR-21 delays tumor growth and reduces metastases in MMTV-PyMT mice. (**A**) Schema. (**B**,**C**) In crossing MMTV-PyMT mice with *miR-21^+/+^* and *miR-21^−/−^* mice the *miR-21^−/−^;MMTV-PyMT* mice were noted to have a delay in tumor formation of 4 weeks compared with the *miR-21^+/+^*;*MMTV-PyMT* mice, which was a statistically significant delay determined by Mantel–Cox test (3B) and student *t*-test (3C) (***-*p* < 0.001, *n* = 3 mice/group). (**D**) H&E staining of lung metastases in *miR-21^+/+^;MMTV-PyMT* and *miR-21^−/−^*;*MMTV-PyMT* at 16 and 18 weeks after birth. (**E**) Total number of external lung metastases in the *miR-21^+/+^* and *miR-21^−/−^*;*MMTV-PyMT* mice. Tumor regrowth delay was determined using the Mantel–Cox test to generate a Kaplan–Meier curve. The overall tumor uptake ratio for the injected groups was compared among the groups and significance was determined using a pre-specified α = 0.025 (0.05/2).

**Figure 4:**
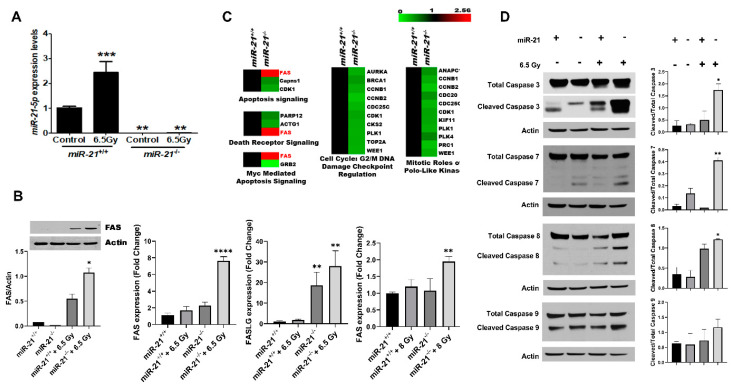
Apoptosis and death receptor signaling pathways contribute to the radiation-sensitive phenotype of the *miR-21^−/−^* mice. (**A**) To investigate the underlying mechanism of radiation sensitivity conferred by loss of miR-21, tumors generated from *miR-21^−/−^;MMTV-PyMT* and *miR-21^+/+^;MMTV-PyMT* mice were exposed to 6.5 Gy irradiation, and collected after 24 h. Irradiation caused a 2.5-fold induction of *miR-21* in the tumors derived from *miR-21^+/+^;MMTV-PyMT* mice, whereas no increase was noted in the *miR-21^−/−^* tumors determined using one-way ANOVA (***-*p* < 0.001, **-*p* < 0.01, *n* = 3/group). (**B**) As *FAS* and *FASL* are known targets of miR-21, the inverse correlation in the expression of *miR-21* and *FAS* was confirmed transcriptionally and at the protein level for Fas in tumors derived from *miR-21^−/−^;MMTV-PyMT* and *miR-21^+/+^;MMTV-PyMT* mice exposed or not to 6.5 Gy. MDA-MB-468 cells were transfected with 60 nM miR-21 inhibitor or scramble with or without 8 Gy. miR-21 inhibition combined with 8 Gy radiation increased FAS expression by 95% (*p* < 0.01) compared to control, and 63% (*p* < 0.05) compared control tumors treated with 8 Gy. miR-21 inhibition also caused significant increases in the expression of FASLG (*p* < 0.01) in tumors, and FAS (*p* < 0.01) in MDA-MB-468 cells treated with 8 Gy and miR-21 inhibitor, determined using one-way ANOVA (****-*p* < 0.000, **-*p* < 0.01, *-*p* < 0.05, *n* = 3/group). (**C**) Ingenuity pathway analysis revealed the activation of apoptosis and death receptor signaling pathways as top canonical pathways. (**D**) Twenty-four hours after radiation, the activation of the caspase 3, 7, 8, and 9 signaling pathways was evaluated in *miR-21^−/−^* and *miR-21^+/+^* tumors by western blot and quantified. Significant upregulation of cleaved caspases was noted in the *miR-21^−/−^* tumors (*n* = 3/group). In detail, caspase 3 was increased by 90%, 7 by 80%, 8 by 70% and 9 by 50% (**-*p* < 0.01, *-*p* < 0.05. Data represent the difference in means represented as mean ± SEM of three independent mouse tumor tissues normalized to housekeeping genes *snoRNA 95, snoRNA96A* miRNA, UniSp6, *GAPDH* mRNA and actin; *p* < 0.001 or <0.01 as determined by one-way ANOVA with Dunnett’s Post-test.

**Figure 5:**
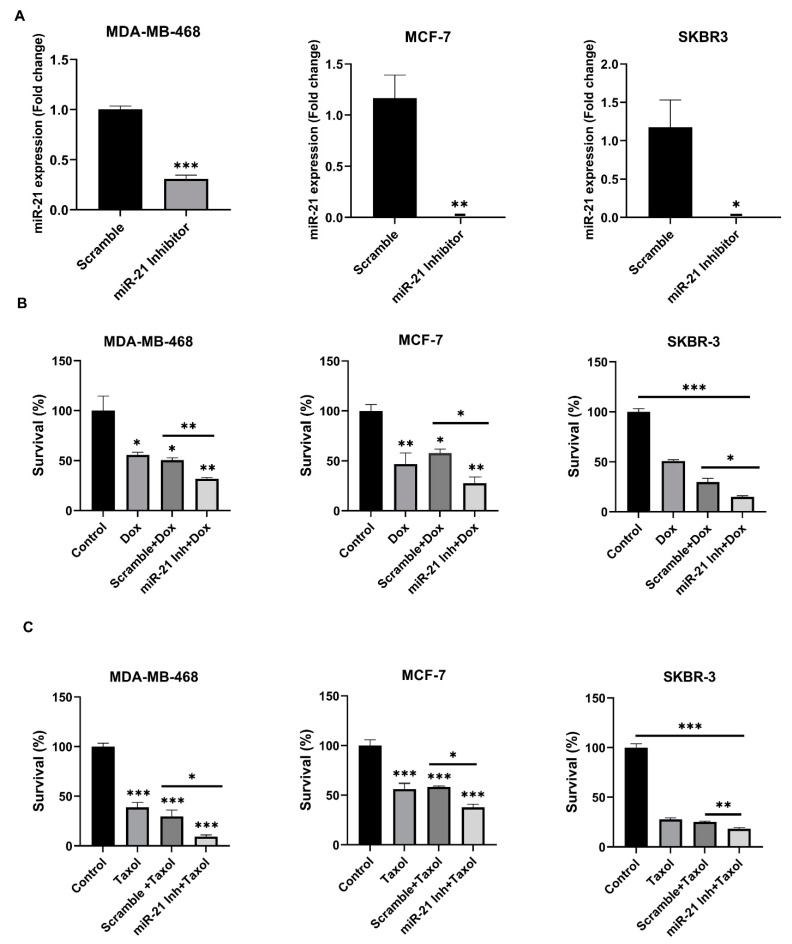
Chemosensitizing effect of *miR-21^−/−^* in breast cancer cells. Knockdown of miR-21 by transfecting MDA-MB-468, MCF-7 and SKBR-3 cells with miR-21 inhibitor sensitizes them to chemotherapy drugs; (**A**) 90 nM miR-21 inhibitor causes a ~70% decrease in miR-21 expression in MDA-MB-468 cells compared to scramble, while 90 nM in MCF-7, and 30 nM in SKBR-3 cells, caused almost complete miR-21 inhibition compared to scramble. (**B**) At 48 h post-treatment, miR-21 inhibition combined with doxorubicin caused a ~40%, ~50%, and ~50% decrease in cell survival of MDA-MB-468, MCF-7, and SKBR-3, respectively, compared to scramble control. (**C**) At 48 h post-treatment, miR-21 inhibition combined with taxol caused a ~70%, ~53% and ~28% decrease in the cell survival of MDA-MB-468, MCF-7, and SKBR-3, respectively compared to scramble control. All the in vitro experiments were done in triplicates or quadruplets (*n* = 3/group), *** *p* < 0.001 or ** *p* < 0.01 or * *p* < 0.05, determined by two-way ANOVA with Bonferroni post-test or student’s *t*-test.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The cDNA microarray data were deposited at GEO: GSE144773.

## Supplementary Materials

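In the heat maps of gene signaling categories in Figure S2, 49 genes are shown as lower in the irradiated *miR-21-/-* than in the irradiated *miR-21+/+* tumors, and 48 of them were measured. All 48 had a negative log2 fold change, 47 passed the thresholds of the paper, and 31 passed an adjusted p under 0.05 from limma. Among them were the mitotic kinesin gene *Kif20a* (-1.51), *Tagln2* (-1.56), *Narf* (-1.86) and *Dcaf12l1* (-1.88). Of the 48, 7 lie on the part of chromosome 11 whose genes were lower in all *miR-21-/-* tumors (*Narf*, *Hn1*, *Tk1*, *Birc5*, *Actg1*, *Tmc6* and *Slc16a3*), and *Flna* and *L1cam* lie in the X chromosome segment. In untreated tumors, 40 of the 48 had a negative log2 fold change, and 32 of the 48 measured higher genes had a positive one. The genes were chosen in the study on the irradiated tumors, so the tallies in those are not independent evidence. The tallies in untreated tumors come from other arrays.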

The following are available online at https://www.mdpi.com/2072-6694/13/4/888/s1, Figure S1: MDA-MB-468, MCF-7 and SKBR-3 treated with miRvana miR-21 inhibitor or scramble showed little or no decrease in cell survival compared to control, Figure S2: Heat maps of an Affymetrix gene array showing two-fold or greater changes in the gene expression of different gene signaling categories (*p* < 0.05), Figure S3: In our tumor cells isolated from *miR-21^−/−^*; MMTV-PyMT mice tumor we found no difference in expression of Map1lc3a (top left), but higher amounts of LC3-II (bottom right; *p* < 0.001), which indicates increased autophagy. We also found an increase of p62 (top right; *p* < 0.001) and LC3 (bottom right; *p* < 0.001) by blocking fusion of autophagosomes and lysosomes with Bafilomycin A1 in the *miR-21^−/−^* cells indicative of increased autophagic flux, Figure S4: The original western blotting figures.

# Supplementary material for: miR-21 Plays a Dual Role in Tumor Formation and Cytotoxic Response in Breast Tumors
**Source:** Cancers (Basel). 2021 Feb 20;13(4):888. doi: 10.3390/cancers13040888
**Supplement:** Supplementary file 1

Supplemental Materials

miR-21 Plays A Dual Role in Tumor Formation and Cytotoxic Response in Breast Tumors

Tu Dan, Anuradha A. Shastri, Ajay Palagani, Simone Buraschi, Thomas Neill, Jason E. Savage, Aastha Kapoor, Tiziana DeAngelis, Sankar Addya, Kevin Camphausen, Renato V. Iozzo and Nicole L. Simone

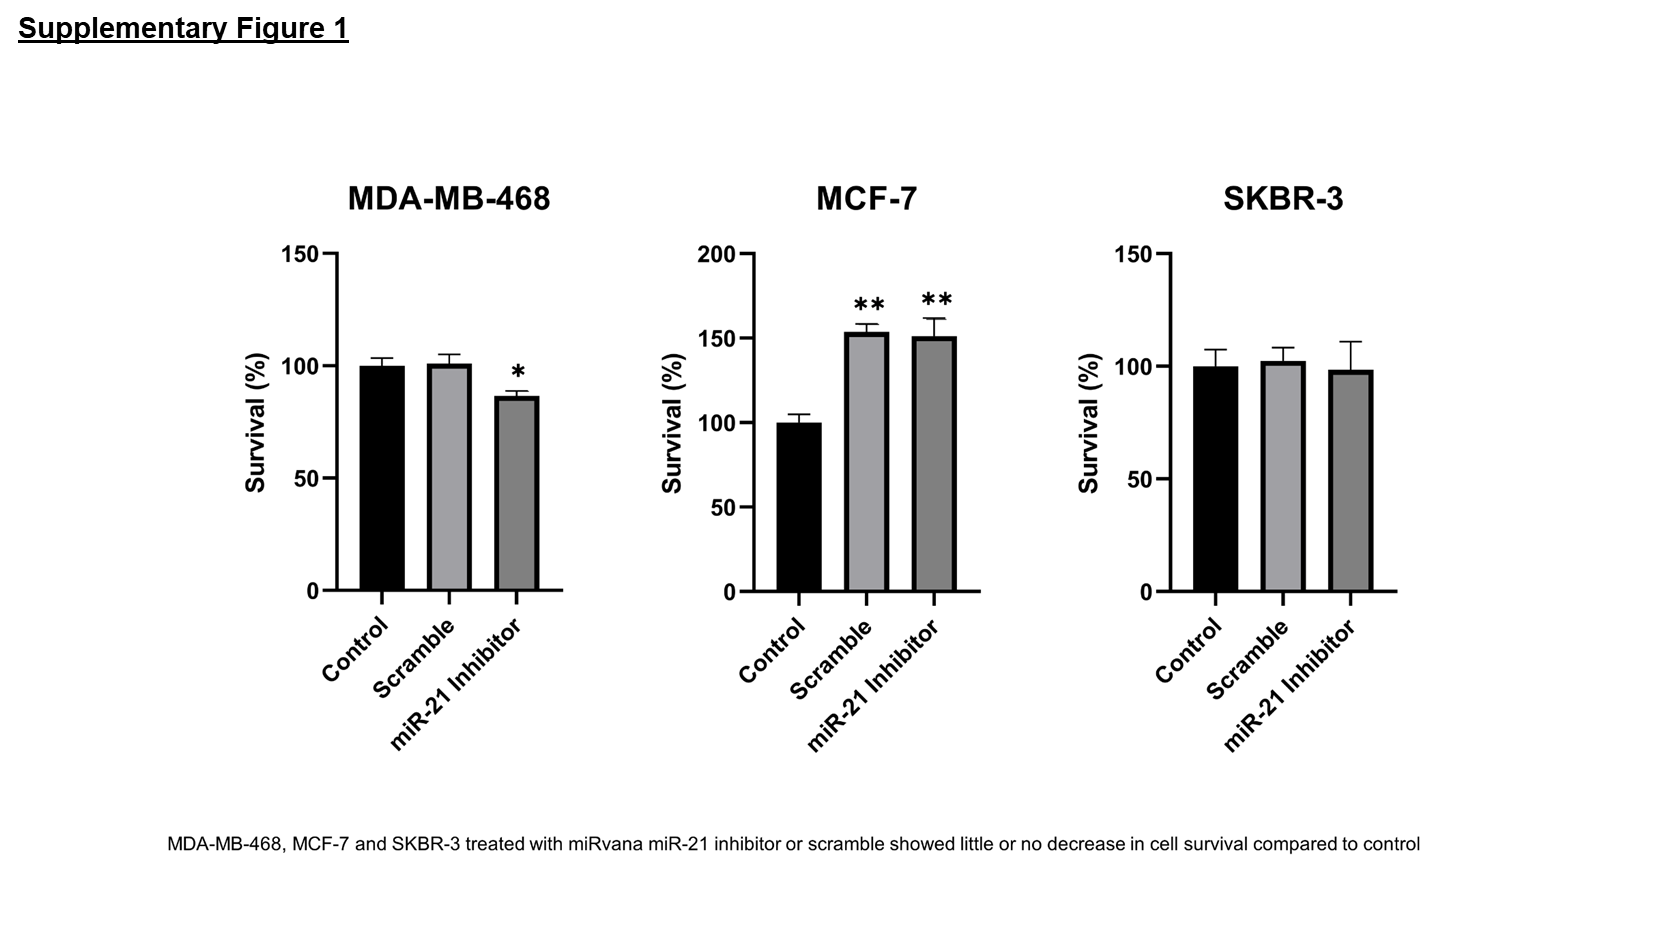

**Figure S1:** MDA-MB-468, MCF-7 and SKBR-3 treated with miRvana miR-21 inhibitor or scramble showed little or no decrease in cell survival compared to control.

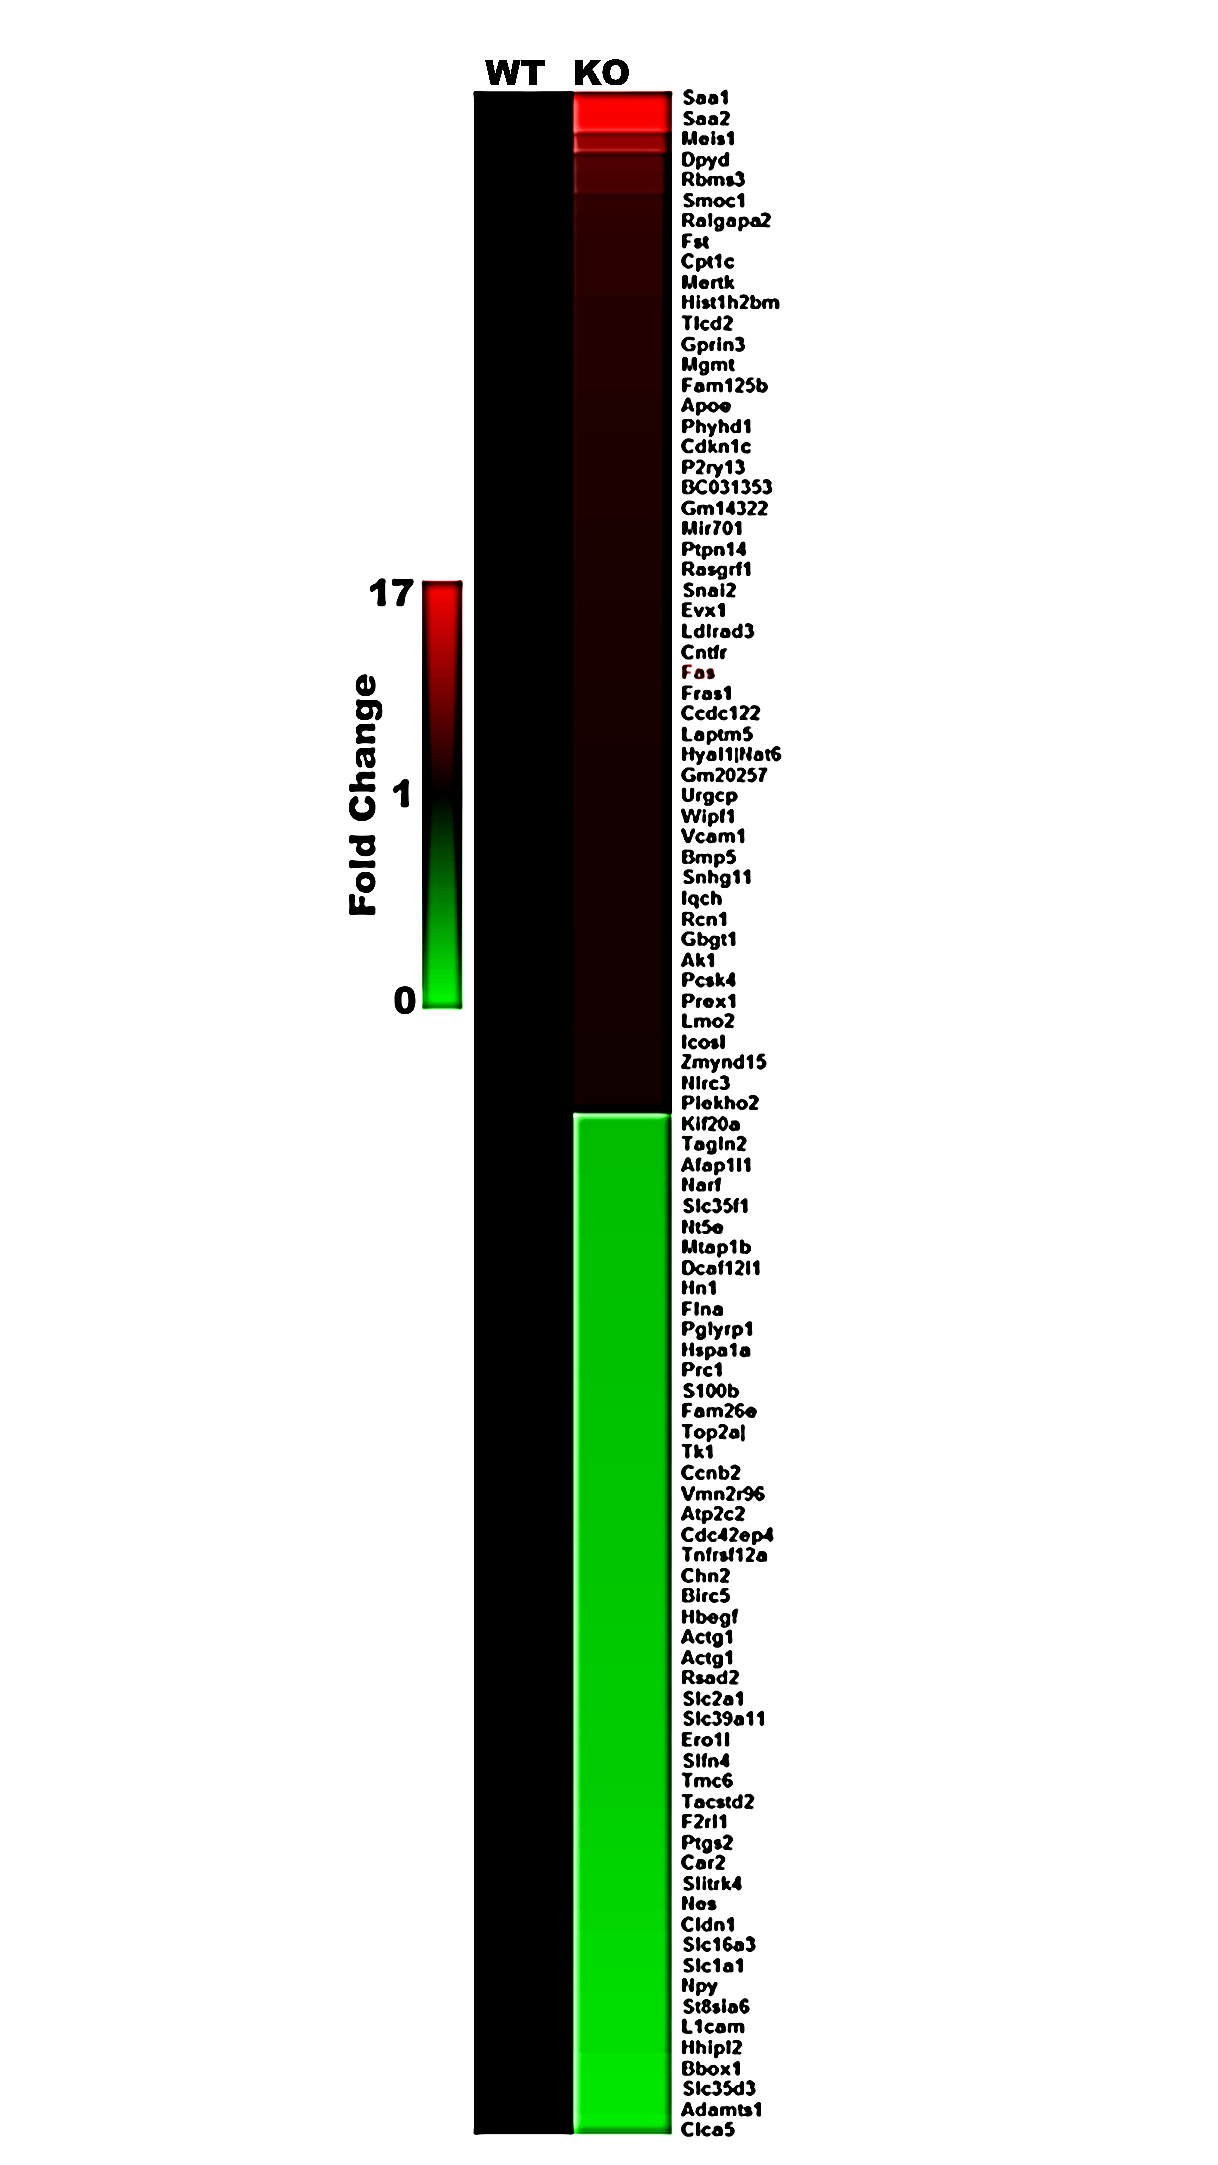

**Figure S2:** Heat maps of an Affymetrix gene array showing two-fold or greater changes in the gene expression of different gene signaling categories (*p* < 0.05).

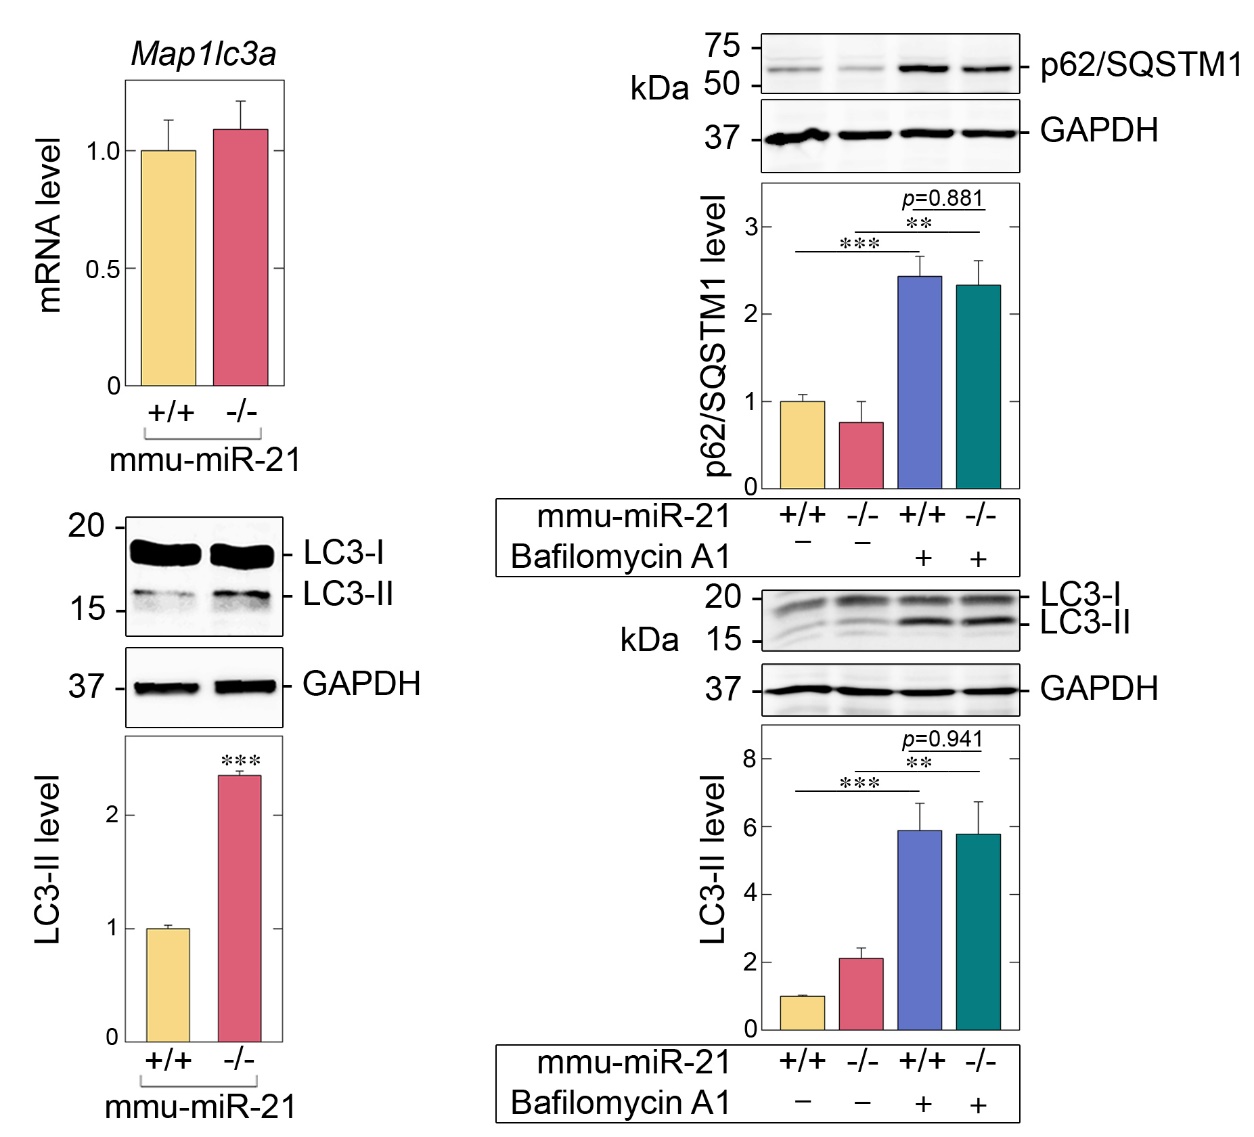

**Figure S3:** In our tumor cells isolated from miR-21*^−/−^*; MMTV-PyMT mice tumor we found no difference in expression of Map1lc3a (top left), but higher amounts of LC3-II (bottom right; *p* < 0.001), which indicates increased autophagy. We also found an increase of p62 (top right; *p* < 0.001) and LC3 (bottom right; *p* < 0.001) by blocking fusion of autophagosomes and lysosomes with Bafilomycin A1 in the miR-21*^−/−^* cells indicative of increased autophagic flux.

# Supplementary material for: miR-21 Plays a Dual Role in Tumor Formation and Cytotoxic Response in Breast Tumors
**Source:** Cancers (Basel). 2021 Feb 20;13(4):888. doi: 10.3390/cancers13040888
**Supplement:** Supplementary file 1

## Slide 1

# Western Blot-Original Blots

## Slide 2

# Total Caspase 3

## Slide 3

# Cleaved Caspase 3

## Slide 4

# 2A Caspase 3 Actin

## Slide 5

# Total and Cleaved Caspase 7

## Slide 6

# 2B Caspase 7 Actin

## Slide 7

# Total and Cleaved Caspase 8

## Slide 8

# 2C Caspase 8 Actin

## Slide 9

# Total and Cleaved Caspase 9

## Slide 10

# 2D Caspase 9 Actin

## Slide 11

# Total Caspase 3

## Slide 12

# Cleaved Caspase 3

## Slide 13

# 1B1 Caspase 3 Actin

## Slide 14

# Total and Cleaved Caspase 8

## Slide 15

# 1A Caspase 8 Actin

## Slide 16

# 1B Cleaved and Caspase 9

## Slide 17

# 1B Caspase 9 Actin

## Slide 18

# Total and Cleaved Caspase 7

## Slide 19

# 1A1 Caspase 7 Actin

## Slide 20

Densitometry Measurements and Calculations

How the deposited data were processed for this re-analysis (not part of the article)

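Breast tumors with or without miR-21, untreated or irradiated, were measured on 8 arrays, 2 per group. The authors' values are log2 signals of exon-level probe sets, made by RMA (background correction, quantile normalization between arrays, median polish) in Affymetrix Expression Console 1.4. The sample labels name Transcriptome Analysis Console 3.1 for the comparisons, and the methods of the paper name tests for mRNA expression without saying whether they cover the arrays. Of the probe sets, 233753 are listed with 1 gene symbol, 5106 with several and 30892 with no gene. The last 2 kinds were left out, and the log2 values of a gene's probe sets were averaged, for 23152 genes with a median of 8 probe sets, of which 2319 had 1 probe set. Arrays have no read depth, so the number of arrays limits the precision.

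All 8 arrays were fitted together with limma 3.58.1 in R 4.3.3, with 1 mean per group, 4 residual degrees of freedom and a prior of 3.54. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The 7 comparisons were *miR-21-/-* against *miR-21+/+* in irradiated and in untreated tumors, irradiated against untreated in each genotype, the interaction, and the mean effects of genotype and of radiation. Genes were counted at an absolute fold change of at least 2 with an unadjusted p under 0.05, and at a Benjamini-Hochberg adjusted p under 0.05. The pipeline was tested on simulated data with 200 changed genes. No replicate block was used, since neither the paper nor the sample labels state that the replicate numbers pair the samples.

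The 28 gene lists, the comparisons, the rule for named genes and 18 of the other settings were chosen before the data were examined. Some of these lists share genes with Figures 4 and S2, whose genes the study chose on the irradiated tumors. The lists were tested with limma's camera (preset correlation 0.01, and again with the correlation estimated from the data) and fry. Camera compares a list with the other genes, and fry tests whether the genes of a list move, on balance, one way. Genes printed in Figures 4 and S2 were tallied and not tested. Named genes are those the paper's text and Figure 4 name, the first 5 and last 5 of each Figure S2 list, and per comparison the 10 highest and 10 lowest fold changes past an adjusted p of 0.05. Where fewer passed, the thresholds of the paper were used. The arrays of the groups compared could not overlap in these genes, and predicted genes and clones were passed over. The members of each list with the smallest p were named as well.

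The other settings were a model of the 4 arrays of a comparison without moderation of the variances, limma on these 4 arrays, a variance trend with robust estimation, genes above the median level, quantile normalization, centring on the median, the median of the probe sets, every probe set tested, array weights, a replicate block, and leaving out each of the 8 arrays. A fit without the genes of the chromosome 11 and X chromosome segments was chosen after seeing the data. Where 1 array of a group was left, it was assumed to vary like the other groups. Chromosome segments were sought on the gene order of GRCm38.p6, which the array files do not name, in windows of 11 genes over 7932 genes with a mean log2 level above 6. A run held at least 15 genes with a window median beyond 0.4, and 13 contrasts were scanned. The intervals of medians came from 2000 bootstrap resamples of genes, and genes of a segment are not independent of each other.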

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

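The tests of the chromosome 11, adipocyte and X chromosome patterns were chosen only after the results were seen, including the bounds, the centring and the interval that a median had to clear, and the scan for segments was itself added after the data were examined.

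Genes at the distal end of chromosome 11 were lower in all *miR-21-/-* tumors, a pattern along the chromosome that the paper does not discuss: 107 of 112 genes from *Cpsf4l* to *B3gntl1* were lower, with a median log2 difference of -0.84 (-0.97 when arrays are centred on all genes). Only 2 of the 112 genes are in the cell cycle, replication or repair lists, so genes of these lists do not make up the segment. The other 110 had a median of -0.82, but the segment was found by this same difference, so their median cannot decide on lower proliferation. Variants under single probes are argued against by 87.3% of 1608 probe sets being lower. The segment was chosen on averages of these probe sets, which favors a high share. A different copy number stays open, since 26 dim genes had a median of -0.31 (95% interval -0.40 to -0.12), and so does an effect of the genotype itself, since the genes differed by 0.0853 and 0.0288 between treatments in *miR-21+/+* and *miR-21-/-* tumors. Strain DNA around the targeted locus cannot be told apart either, since the 50 genes nearest *Mir21a*, none of them in the segment, differed 0.993 times as much as other genes (95% interval 0.589 to 1.33). The segment held 53 of the 609 lower genes at the thresholds of the paper and 19 of the 77 at the adjusted threshold.

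Replicate 1 of the irradiated *miR-21-/-* tumors was far from the other 3 *miR-21-/-* arrays on the adipocyte markers, its gap being 0.966 of the range. Of 16 markers, 14 lay at least 2 log2 units above the highest of the other 7 arrays, *Fabp4* at 12.61 and *Cidec* at 11.04, so adipose tissue in the sample is a candidate explanation, for markers listed in advance. The median of the array lay 0.0605 above the others, but quantile normalization had already evened out the arrays, so this cannot decide on a brighter array. Replicate 2 lay at -0.57, within the -0.91 to -0.30 of the other 6 arrays, so the rise was not shared by both irradiated *miR-21-/-* arrays. The pattern was flagged by the distance of replicate 1 from arrays that include replicate 2. That value therefore cannot decide on irradiation of tumors without miR-21. The luminal (0.974), endothelial (0.966) and core apoptosis (0.830) lists set the same array apart. For core apoptosis the shift was small, at -0.066 against 0.023 to 0.041 in the other *miR-21-/-* arrays. Among alike and independent arrays, chance sets apart about 1 in 20 groups, 2.8 of the 56 tested, and 7 were. The groups mix untreated and irradiated tumors, and the lists share genes and arrays, so 2.8 is only a rough guide.

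In the irradiated *miR-21+/+* tumors, 39 of 43 genes from *Fmr1* to *Eif2s3x* on the X chromosome were higher than in the other groups, with a median log2 difference of 1.21 (0.72 in replicate 1 and 1.64 in replicate 2). In the *miR-21-/-* tumors, these genes differed by 0.0163 between treatments (95% interval -0.11 to 0.19), and 168 other X genes had a median difference of 0.0281. The segment was found by its difference from groups that include the irradiated *miR-21-/-* tumors. Genes raised by radiation in both genotypes were thus selected against, and the 168 genes are those that the same scan left out. Neither value can therefore decide on radiation acting alike in both genotypes or on a change of the whole chromosome. Radiation acting where miR-21 is present stays open, since the lower irradiated *miR-21+/+* array lay 0.70 above the untreated *miR-21+/+* tumors. A segment at a different copy number or activity cannot be told apart from it, since 17 dim genes had 0.56 with a 95% interval of -0.0806 to 0.948. The segment, which the paper does not discuss, held 31 of the 609 lower genes.

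On the death receptor list, replicate 2 of the irradiated *miR-21+/+* tumors stood apart, its gap being 0.926 of the range of the *miR-21+/+* arrays. The shift was small, with a median log2 deviation of 0.095 against -0.004 to 0.0033 in the other *miR-21+/+* arrays. On the NF-kB list, replicate 1 of the untreated *miR-21+/+* tumors stood apart (0.834). On the keratinocyte list, replicate 1 of the irradiated *miR-21+/+* tumors stood apart (0.871). *Npy* was the 1 gene whose radiation effect differed between the genotypes by the interaction test, by -4.77 (adjusted p = 0.0257 from limma, lost without any 1 of the 6 arrays other than the irradiated *miR-21-/-* ones, 0.0897 to 0.445, and 6.06e-05 to 0.969 over all settings). In array comparisons that the paper does not report, 721 genes passed its thresholds between the untreated genotypes. Radiation gave 486 genes in *miR-21+/+* tumors at these thresholds. Radiation gave 703 genes in *miR-21-/-* tumors, 2688 without replicate 2 and 416 without replicate 1 of the irradiated *miR-21-/-* tumors, and 459 without replicate 2 of the untreated ones.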

How the results depend on the processing

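The direction and side of the threshold of most lists and named genes held in most settings. Of 196 list results, 196 held with a variance trend and robust estimation, 175 with quantile normalization, 190 with a replicate block and 155 without replicate 1 of the irradiated *miR-21-/-* tumors, and of 1114 results of named genes, 1085, 1067, 1013 and 925 did. The fewest named genes held without replicate 2 of the irradiated *miR-21-/-* tumors (679 of 1114) and with every probe set tested (801), and the fewest lists among genes above the median level (128 of 175). The counts at an adjusted p did not hold, and where a count or direction changed, the cause was not tested. Each setting that leaves out an array has fewer of them, and the spread of that array's group no longer enters the variance. The irradiated *miR-21-/-* replicates correlated at 0.915, against 0.982 to 0.987 within the other groups. Without either of them this gap drops out of the variance, so the higher adjusted counts there are not stronger evidence. Dim genes limit the array signal over background.

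On the 4 arrays of a comparison and without moderation of the variances, genes at the thresholds of the paper were 271 in irradiated tumors between genotypes, 299 with radiation in *miR-21+/+* tumors and 163 in *miR-21-/-* tumors, and limma's adjusted counts became 0 in all 4 comparisons of a pair of groups, with 1701, 3218, 2216 and 1477 genes at an unadjusted p under 0.05. With limma on the 4 arrays, moderation kept, adjusted counts were 0 between irradiated genotypes (1922 at an unadjusted p under 0.05), 1210 between untreated genotypes, 229 with radiation in *miR-21+/+* and 0 in *miR-21-/-* tumors (1536). A variance trend with robust estimation gave 15 with radiation in *miR-21-/-* tumors and 5 for the interaction.

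Genes above the median level gave adjusted counts of 183 between irradiated and 156 between untreated genotypes and 1 with radiation in *miR-21-/-* tumors, and 589 at the thresholds of the paper for the interaction. On them, the camera direction of the neutrophil markers reversed, with means of -0.0399 with radiation in *miR-21+/+* tumors and 0.0813 for the interaction. Quantile normalization gave adjusted counts of 62 between untreated genotypes and 13 with radiation in *miR-21-/-* tumors.

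The median of the probe sets gave adjusted counts of 13 between irradiated and 38 between untreated genotypes, 0 with radiation in *miR-21-/-* tumors (2337 at an unadjusted p under 0.05 from limma), 297 for genotype over both treatments and 27 for radiation over both genotypes. Array weights gave 13, 944, 323 with radiation in *miR-21+/+* tumors, 0 in *miR-21-/-* tumors (1993) and 11 for the interaction.

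With every probe set tested, counts at the thresholds of the paper were 21357 and 21365 between irradiated and untreated genotypes, 13151 and 19919 with radiation in *miR-21+/+* and *miR-21-/-* tumors, 18269 for the interaction, 16187 for genotype and 10351 for radiation. The adjusted counts from limma were 0 but for 1 for genotype, with 26733, 27093, 16427, 24681, 18380, 34193 and 22210 at an unadjusted p under 0.05. *Egf* reversed to -0.51 in untreated tumors and -0.13 over both treatments, *Dpyd* to -0.11 and *Fanca* to 0.48 over both treatments, and *Slitrk4* to -0.0314 and *Trpm3* to 0.40 with radiation.

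Deviations from the group mean correlated at -0.13 to 0.04 between groups, so they showed no pairing of the samples by replicate number. They cannot establish that the samples are unpaired, since large differences within a group could hide a shared effect. With the replicate block, adjusted counts from limma were 0 between irradiated genotypes, 34 between untreated genotypes, 32 with radiation in *miR-21+/+* and 0 in *miR-21-/-* tumors, 0 for the interaction, 313 for genotype and 19 for radiation, where 3065, 2429 and 1783 genes had an unadjusted p under 0.05 beside the 3 counts of 0. Without the genes of the chromosome 11 and X chromosome segments, chosen after seeing the data, the adjusted count between irradiated genotypes was 52.

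Leaving out 1 array at a time, counts at the thresholds of the paper ranged from 759 to 2740 between irradiated genotypes, 416 to 2688 with radiation in *miR-21-/-* tumors, 724 to 3082 for the interaction, 424 to 1065 for genotype and 203 to 924 for radiation, all highest without replicate 2 of the irradiated *miR-21-/-* tumors. Adjusted counts from limma ranged from 0 to 3709 between irradiated and 0 to 1186 between untreated genotypes, 0 to 467 with radiation in *miR-21+/+* and 0 to 3602 in *miR-21-/-* tumors, 0 to 2523 for the interaction, 0 to 3600 for genotype and 0 to 2971 for radiation. The counts of 0 stood beside 1147 to 3218 genes at an unadjusted p under 0.05 over these and the other settings by genes.

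Where leaving out 1 array turned the camera direction of a list called with all arrays or without that array, the mean log2 fold changes ranged, between irradiated genotypes, from -0.20 to 0.75 for extracellular matrix, -1.12 to 0.32 for keratinocyte markers and -0.47 to 1.10 for endothelial markers, and between untreated genotypes from -0.73 to 0.79 for interferon response. With radiation in *miR-21+/+* tumors they were -0.36 to 1.16 for interferon response, -0.18 to 0.95 for skeletal muscle markers and -1.24 to 0.22 for neutrophil markers. In *miR-21-/-* tumors they were -0.86 to 0.0501 for luminal markers and -0.0585 to 1.51 for endothelial markers. For the interaction they were -1.43 to 0.0867 for interferon response and -0.0599 to 4.77 for adipocyte markers. For genotype they were -0.69 to 0.0706 for interferon response, -0.45 to 0.26 for keratinocyte, -0.51 to 0.28 for endothelial and 0.0383 to 0.87 for fibroblast markers. For radiation they were -0.31 to 0.45 for interferon response, -0.27 to 0.18 for luminal, -0.0716 to 0.49 for skeletal muscle and -0.0926 to 0.69 for endothelial markers.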

Differences from the paper's values

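The paper's number of differentially expressed genes between irradiated *miR-21-/-* and *miR-21+/+* tumors is 460, and 916 passed the thresholds it states. Among the settings chosen before the data were examined, limma on the 4 arrays (679) and genes above the median level (690) came within 1.5 times the paper's value. The others did not, namely the model of the 4 arrays without moderation (271), a variance trend with robust estimation (840), quantile normalization (826), centring on the median (957), the median of the probe sets (1235), every probe set tested (21357), array weights (1077), the replicate block (937) and each fit with 1 array left out (759 to 2740).

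The paper's number of genes higher without miR-21 is 80, and 307 were higher at the same thresholds. None of the 18 settings chosen before the data were examined came within 1.5 times the paper's value. They gave 43 on the 4 arrays without moderation, 156 with limma on the 4 arrays, 173 for genes above the median level, and 183 to 8414 in the others.

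The legend of Figure S2 presents its genes as changed at least 2-fold. Of the 48 measured genes shown as higher, 24 passed the thresholds of the paper and all 48 were higher by sign, *Fas* among the 24. Of the 48 shown as lower, 47 passed. The genes were read from the picture by eye, and a misread symbol was not ruled out. The tally was made with 1 setting.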

Other observations

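Without radiation too, mitotic genes fell in the *miR-21-/-* tumors, with a median of -1.29 over 57 genes (47 lower at the thresholds of the paper, 8 at an adjusted p under 0.05, 54 adjusted over the list alone, camera adjusted p = 8.26e-52, adjusted p = 0.322 with an estimated correlation). *Kif23* was at -1.79 and *Bub1* at -1.61. Replication genes had -0.74 (16 of 49 lower, camera adjusted p = 1.74e-27, adjusted p = 0.328 with an estimated correlation), with *Mcm3* at -1.54. Hypoxia and glycolysis genes had -0.82 (12 of 36 lower, camera adjusted p = 8.75e-17, adjusted p = 0.322 with an estimated correlation), with *Ndrg1* at -1.67. Milk protein genes had 1.13 (6 of 15 higher, camera adjusted p = 1.87e-07, adjusted p = 0.328 with an estimated correlation), and the casein gene *Csn2* rose by 5.75 and *Lalba* by 4.52 (adjusted p = 0.0186 for both from limma). Among the named genes, *B4galnt2* had the largest fall, -6.35. The genotype effects in untreated and irradiated tumors share no array, but both use the same variance per gene from 1 fit. Their calls are therefore not independent, and the numbers expected under independence are only a rough guide. At the thresholds of the paper, 166 genes were lower in both (13.2 expected if independent) and 24 were higher in both (2.9 expected). In opposite directions, 24 genes were lower in irradiated and higher in untreated *miR-21-/-* tumors (5.8 expected) and 9 were the reverse (6.6 expected). Across genes, which are not independent replicates, the effects correlated at 0.21, at 0.34 without replicate 1 and 0.08 without replicate 2 of the irradiated *miR-21-/-* tumors.

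With radiation, *Csn2* rose by 7.38 and *Lalba* by 5.08 in *miR-21+/+* tumors (adjusted p = 0.00669 for both from limma), and the milk protein list had a median of 1.58 (camera adjusted p = 4.83e-14, adjusted p = 0.259 with an estimated correlation). Mitotic genes had -0.83 in *miR-21+/+* (camera adjusted p = 3.78e-36, adjusted p = 0.259 with an estimated correlation) and -0.72 in *miR-21-/-* tumors (camera adjusted p = 2.15e-24, adjusted p = 0.329 with an estimated correlation). Targets of p53 had 0.20 in *miR-21+/+* (camera adjusted p = 0.00104, adjusted p = 0.398 with an estimated correlation) and 0.56 in *miR-21-/-* tumors (camera adjusted p = 8.23e-12, adjusted p = 0.2 with an estimated correlation), where *Phlda3* was at 1.82 and *Ccng1* at 1.37. The mean of the p53 targets in *miR-21+/+* tumors went from 0.28 to 0.17 without replicate 2 of the untreated ones. Macrophage markers had 0.97 in *miR-21-/-* tumors (10 of 25 higher, camera adjusted p = 2.49e-18, adjusted p = 0.185 with an estimated correlation, fry adjusted p = 0.0367), with *Cd68* at 2.04. By the interaction test, the radiation effect differed between the genotypes for several lists. Among them were macrophage markers (median 0.91, camera adjusted p = 1.36e-11, adjusted p = 0.434 with an estimated correlation), p53 targets (0.20, camera adjusted p = 0.00655, adjusted p = 0.545 with an estimated correlation) and milk proteins (-1.14, camera adjusted p = 0.000609, adjusted p = 0.545 with an estimated correlation). Mitotic genes were not called (0.10, camera adjusted p = 0.192). Adipocyte markers were called too, but their mean was -0.0599 without replicate 1 of the irradiated *miR-21-/-* tumors. The call of p53 targets ended without replicate 1 of the untreated *miR-21+/+* tumors (mean 0.15), replicate 2 of the irradiated *miR-21+/+* tumors (0.19) or replicate 2 of the irradiated *miR-21-/-* tumors (0.13), and the mean went from 0.27 to 0.40 without replicate 1 of the latter. The mean of the milk proteins went from -1.26 to -0.58 without replicate 1 and -1.93 without replicate 2 of the irradiated *miR-21-/-* tumors. Mitotic genes were called without replicate 2 of the untreated *miR-21+/+* tumors (0.32) or replicate 1 of the irradiated *miR-21-/-* tumors (0.16), and their mean was -0.16 without replicate 1 of the untreated *miR-21+/+* tumors.

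Between irradiated genotypes, these lists passed camera but not with an estimated correlation: DNA replication (median -0.47, adjusted p = 1.66e-12, then adjusted p = 0.678 with an estimated correlation), DNA repair (-0.34, 0.00033, then 0.678), interferon response (-0.70, 5.53e-05, then 0.752), skeletal muscle markers (-0.58, 0.000591, then 0.678), acute phase (0.36, 0.0355, then 0.424) and extracellular matrix (0.42, 0.0158, then 0.758). Without replicate 2 of the irradiated *miR-21+/+* tumors the skeletal muscle and extracellular matrix calls ended (means -0.03 and 0.22). Without replicate 2 of the irradiated *miR-21-/-* tumors the skeletal muscle and acute phase calls ended (-0.51 and 0.76), and without replicate 1 of the irradiated *miR-21+/+* tumors that of acute phase (0.46). Without replicate 1 of the irradiated *miR-21-/-* tumors the mean of the matrix list was -0.20, and without replicate 2 it was 0.75, against 0.28 with both. Without replicate 1 of the irradiated *miR-21+/+* tumors the skeletal muscle mean was -1.16, against -0.59. The repair gene *Mgmt* rose by 1.24, against the direction of its list, and *Tk1*, on chromosome 11, fell by 1.74. These lists did not pass camera: p53 targets (0.03, 0.235), miR-21 targets of the literature (-0.13, 0.76), NF-kB inflammation (-0.15, 0.385), epithelial-mesenchymal transition (0.17, 0.313), autophagy (-0.09, 0.743), milk proteins (0.12, 0.555), basal markers (0.33, 0.402), keratinocyte markers (-0.33, 0.402), neutrophil markers (-0.01, 0.44, mean -0.37), T and NK cell markers (0.05, 0.76), B and plasma cell markers (median -0.02, mean 0.05, 0.521), endothelial markers (0.28, 0.143) and erythroid markers (median 0.06, mean -0.04, 0.947, camera direction up). Leaving out 1 array brought calls for p53 targets without replicate 1 of the irradiated *miR-21+/+* (mean 0.16) or *miR-21-/-* tumors (0.22), and for milk proteins without the latter (1.02). It did so for endothelial markers without replicate 1 (-0.47) or 2 (1.10) of the irradiated *miR-21-/-* tumors, and for keratinocyte markers without replicate 1 (0.32) or 2 (-1.12) of the irradiated *miR-21+/+* tumors. Without replicate 2 of the irradiated *miR-21-/-* tumors the means of p53 targets (-0.0483), autophagy (0.0260), milk proteins (-0.33) and T and NK cell markers (-0.0633) changed sign. Fry called the mitotic and the hypoxia lists, each at adjusted p = 0.0378.

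The paper states that radiation induced FASL in *miR-21-/-* tumors in a separate assay, and on the arrays *Fasl* had -0.01 with radiation in these tumors (adjusted p = 0.992 from limma). The autophagy genes *Map1lc3a* and *Sqstm1* had -0.35 (adjusted p = 0.409 from limma) and -0.13 (adjusted p = 0.832) between irradiated genotypes. Between untreated genotypes they had 0.36 (adjusted p = 0.414) and -0.18 (adjusted p = 0.786). The paper measured *Map1lc3a* RNA and the LC3 and p62 proteins in cultured tumor cells, so RNA of whole tumors is not the same measure. *Tnf* and *Il6* had -0.29 (adjusted p = 0.586) and -0.68 (adjusted p = 0.508) between irradiated genotypes. Next to the chromosome 11 segment, 11 proximal genes had medians of 0.75 with radiation in *miR-21+/+* and -0.04 in *miR-21-/-* tumors.

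Over both treatments, 542 genes passed an adjusted p under 0.05 between the genotypes and 71 between irradiated and untreated tumors. These counts over other splits were fixed before the results were seen. In a model of the split alone, the genotype split called 177 genes. It was the 1 of 35 splits of the 8 arrays into 4 and 4 with as many, and the highest other gave 7. With 35 splits no stronger result is possible. It argues against chance only if the arrays are independent samples, which the paper does not state. The radiation split called 7 genes, and the 1 other split with as many was the genotype split, with 177, while the other 33 called fewer. The genotype is a structure of the samples, and a model of the radiation split alone leaves its effect in the residual, so with 2 of 35 splits this count does not exclude chance for radiation. Leaving out 1 array moved the genotype count from 542 to 0 without replicate 2 of the irradiated *miR-21+/+* tumors or either untreated *miR-21-/-* replicate (2739 to 2989 genes at an unadjusted p under 0.05 from limma), 3 and 6 without replicate 1 of the irradiated or untreated *miR-21+/+* tumors, 226 without replicate 2 of the untreated ones, and 1507 and 3600 without replicates 1 and 2 of the irradiated *miR-21-/-* tumors. The radiation count of 71 became 0 without either untreated *miR-21-/-* replicate (1662 to 1796 genes at an unadjusted p under 0.05 from limma), 2 to 7 without any *miR-21+/+* array, and 335 and 2971 without replicates 1 and 2 of the irradiated *miR-21-/-* tumors.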
